# Non-productive angiogenesis disassembles Aß plaque-associated blood vessels

**DOI:** 10.1038/s41467-021-23337-z

**Published:** 2021-05-25

**Authors:** Maria I. Alvarez-Vergara, Alicia E. Rosales-Nieves, Rosana March-Diaz, Guiomar Rodriguez-Perinan, Nieves Lara-Ureña, Clara Ortega-de San Luis, Manuel A. Sanchez-Garcia, Miguel Martin-Bornez, Pedro Gómez-Gálvez, Pablo Vicente-Munuera, Beatriz Fernandez-Gomez, Miguel A. Marchena, Andrea S. Bullones-Bolanos, Jose C. Davila, Rocio Gonzalez-Martinez, Jose L. Trillo-Contreras, Ana C. Sanchez-Hidalgo, Raquel del Toro, Francisco G. Scholl, Eloisa Herrera, Martin Trepel, Jakob Körbelin, Luis M. Escudero, Javier Villadiego, Miriam Echevarria, Fernando de Castro, Antonia Gutierrez, Alberto Rabano, Javier Vitorica, Alberto Pascual

**Keywords:** Alzheimer's disease, Molecular neuroscience, Cerebrovascular disorders

## Abstract

The human Alzheimer’s disease (AD) brain accumulates angiogenic markers but paradoxically, the cerebral microvasculature is reduced around Aß plaques. Here we demonstrate that angiogenesis is started near Aß plaques in both AD mouse models and human AD samples. However, endothelial cells express the molecular signature of non-productive angiogenesis (NPA) and accumulate, around Aß plaques, a tip cell marker and IB4 reactive vascular anomalies with reduced NOTCH activity. Notably, NPA induction by endothelial loss of presenilin, whose mutations cause familial AD and which activity has been shown to decrease with age, produced a similar vascular phenotype in the absence of Aß pathology. We also show that Aß plaque-associated NPA locally disassembles blood vessels, leaving behind vascular scars, and that microglial phagocytosis contributes to the local loss of endothelial cells. These results define the role of NPA and microglia in local blood vessel disassembly and highlight the vascular component of presenilin loss of function in AD.

## Abstract (web summary)

Aß are extracellular deposits relevant in Alzheimer’s disease (AD). This study shows that Aß plaques are hubs of endothelial disassembly that induce non-productive angiogenesis. This process is aided by the microglia and unchained by reduced presenilin function, a trait of AD, in endothelial cells.

## Introduction

Senile plaques are mainly composed of aggregated forms of the amyloid ß (Aß) peptide, which is generated by the sequential action of two proteases, the ß-secretase/BACE1 and the γ-secretase complex —whose catalytic subunit is Presenilin (PSEN1 or PSEN2)— on the Aß precursor protein (APP)^1^. Most of Alzheimer’s disease (AD) cases are sporadic AD (sAD), whereas only a small percentage of patients have familiar AD (fAD) with an earlier onset and a more aggressive clinical course^2^. fAD-associated mutations, either in the *APP, PSEN1*, or *PSEN2* loci, correlated with either higher production of toxic Aß_1–42_ species (*APP*) or a higher ratio of Aß_1–42_/Aß_1–40_ (*PSEN*)^2^. Intriguingly, *PSEN* fAD variants are loss-of-function mutations with reduced processing of other substrates like NOTCH^3,4^. In sAD cases, age is the greatest risk factor^5^ and associates with decreased γ-secretase activity over NOTCH^6^.

NOTCH signaling is involved in many different cellular processes, including the growing of new vessels by angiogenesis^7–10^ and the generation and maintenance of the blood–brain barrier (BBB)^11^. Remarkably, Aß plaques accumulate angiogenic/hypoxic markers but paradoxically cerebral microvasculature is rather decreased (for recent reviews see refs. ^12,13^), specially around Aß deposits in the human AD brain^14–18^ and in AD mice^19–21^, suggesting an abnormal angiogenic process in the disease. Physiological angiogenesis is started by the hypoxia/inflammation-mediated induction of the vascular endothelial growth factor (VEGF), which binds to VEGFR2 in endothelial cells^22^. Upon ligand binding, VEGFR activates the extrusion of tip cells from the capillaries by the mobilization of the extracellular matrix, loss of the BBB, and emission of filopodia^22^. In turn, tip cells induce lateral inhibition of the neighboring stalk cells, which includes repression of VEGFR2 expression and activation of proliferation, lumen formation, and BBB genetic program^7–10^. Molecularly, lateral inhibition is mediated by the activation of Delta-like 4 (DLL4) in tip cells that, in turn, signal over NOTCH transmembrane receptors expressed by the adjacent cells, in a process requiring the activity of the γ-secretase complex^7–10^. Even partial inhibition of the DLL4/NOTCH pathway induces the initiation of pathologic angiogenesis that disassembles mature blood vessels into non-conducting tip cells, in a process termed non-productive angiogenesis (NPA)^7^.

We hypothesize that a failure in lateral inhibition during angiogenesis could explain the accumulation of angiogenic markers and the reduction in Aß plaques-associated blood vessels observed in the human AD brain. To test our hypothesis, we first describe that angiogenesis initiates around Aß deposits both in the human AD brain and in an AD mouse model. Then, we show that the molecular signature of NPA is highly enriched in AD endothelial cells, abnormal vascular structures accumulate around Aß plaques in two different AD mouse models using histologic NPA markers, and the transcriptional activity of NOTCH is reduced. We also demonstrate, in mouse models, that adult genetic reduction of lateral inhibition in cerebral endothelial cells is sufficient to produce similar vascular anomalies in the absence of Aß overexpression. These abnormal vascular areas in the brain of AD mouse models replace blood vessels forming vascular scars (VaS). The disassembly of Aß plaque-associated blood vessels involves microglial recruitment and phagocytosis of endothelial cells and, again, induction of NPA is sufficient to induce vessel phagocytosis by microglia in the absence of Aß deposition.

## Results

### Angiogenesis is initiated around Aß plaques in the AD brain

The accumulation of an extracellular proteinaceous deposit (Aß plaques) could disrupt the even distribution of cerebral capillaries, producing mild hypoxia (Fig. 1a). Thus, we first evaluated if Aß plaques induce local hypoxia in normoxic AD mouse models, using the hypoxic marker pimonidazole hydrochloride (Hypoxyprobe-1) combined with Thioflavin-S (Thio-S) staining. Remarkably, pimonidazole immunoreactivity localized around Thio-S reactive (^+^) dense-core amyloid plaques (Fig. 1b). Interestingly, our recent work has shown that Aß plaque-associated microglia (AßAM) gene expression is characterized by a robust hypoxia inducible factor 1 (HIF1)-mediated hypoxic response^23^, confirming that Aß plaques are hypoxic. Under low oxygen levels, the growth of new central nervous system vessels is normally instructed by the expression of VEGF in astrocytes^24^ (Fig. 1a). Several reports have shown that VEGF is upregulated in the human AD brain^25–27^ and that VEGF protein localizes within Aß plaques of AD mice^28^. However, whether VEGF induces angiogenesis in this context is under debate^29^. Thus, we studied if Aß plaque-associated astrocytes contribute to the local expression of VEGF. We combined in situ hybridization (ISH) with immunofluorescence for either the astrocytic marker glial fibrillary acidic protein (GFAP) or the ionized calcium binding adaptor molecule 1 (IBA1) microglial marker, another cell type commonly associated with Aß plaques. *Vegfa* mRNA expression was mainly associated with astrocytes (Fig. 1c–e), scarcely observed in microglial cells (Fig. 1e), and correlated with the protrusion of filopodia from nearby vessels (Supplementary Fig. 1a), suggesting angiogenic activity.

**Fig. 1:**
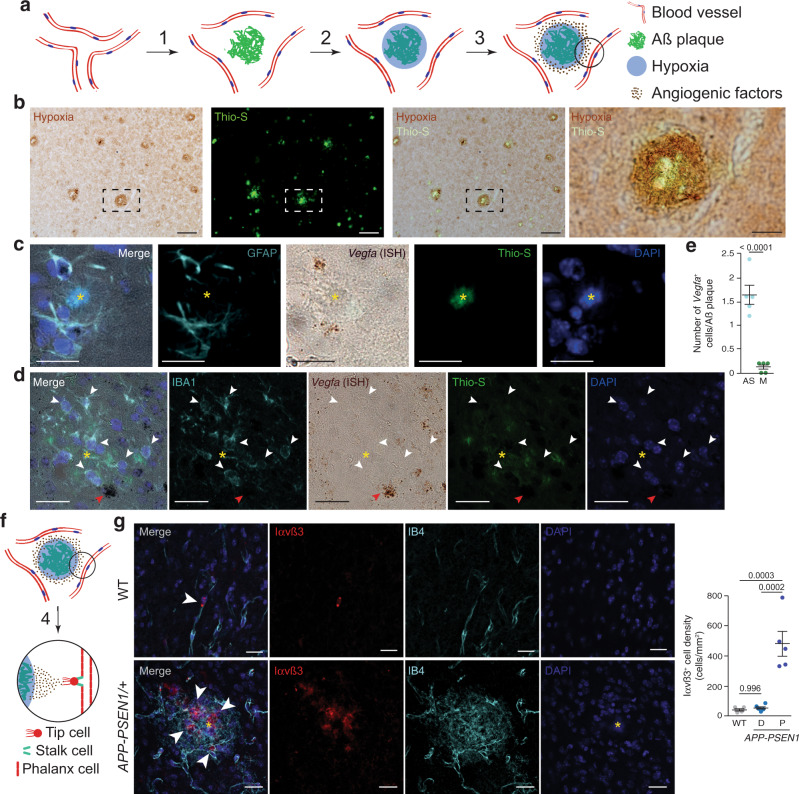
Angiogenesis is concentrated around Aß plaques in AD mouse models. **a** Working model of the angiogenesis around Aß plaques. Aß deposition separate vessels (1) producing local hypoxia (2) and inducing angiogenic factors expression (3). **b** Coronal cortical sections of 14-month-old *APP-PSEN1/*+ mice treated with Hypoxiprobe (Pimonidazole HCl; 60 mg/kg i.p.; 45 min) showing hypoxia (brown, immunoperoxidase, DAB) in the vicinity of Aß plaques (green, Thioflavin-S staining –Thio-S–). The dashed square box is shown in the rightest panel. Scale bar = 100 and 25 µm, respectively, in low and high magnification images. **c**, **d** *Vegfa* is mainly expressed by astrocytes around Aß plaques in 8-month-old *APP-PSEN1/*+ mice. Aß plaques are indicated by a yellow asterisk. Cortical confocal XY images stained with astrocytic (GFAP; cyan; **c**), *Vegfa* (in situ hybridization, ISH; brown), Aß (Thio-S; green), microglial (IBA1; cyan, **d**), and nuclear (DAPI; blue) markers. White arrowheads indicate microglial cells without *Vegfa* expression and red arrowheads point to a non-microglial *Vegfa*-expressing cell (**d**). Scale bars (**c**, **d**) = 20 µm. **e** Quantification of the number of astrocytes (AS) and microglia (M) expressing *Vegfa* mRNA per Aß plaque. Mean ± SEM. *n* = 5 mice (5 Aß plaques per mice); Student’s *t*-test. **f** VEGF differentiates phalanx cells to tip cells that extrude from the vessel and stalk cells that will produce the new capillary (4). **g** A cortical mouse brain area stained with angiogenic endothelial (Integrin αvß3 –Iαvß3–; red), microglial (IBA1; green), endothelial (IB4; white), and nuclear (DAPI; blue) markers. Scale bar = 20 µm. Right graph, quantification of the Iαvß3^+^ cell density in 8-month-old wild-type (WT) and *APP-PSEN1/*+ mice. Mean ± SEM. *n* = 4 WT and 5 *APP-PSEN1/*+ mice; ANOVA, post hoc Tukey’s test.

VEGF expression induces the conversion of endothelial cells (phalanx cells) into tip cells that guide the formation of a new vascular branch (Fig. 1f). To further evaluate the angiogenesis in the AD mouse brain, we studied the expression of the integrin αvß3 (Iαvß3), a transient marker of angiogenic cells^30^ required for the stabilization of VEGFR2 upon binding to VEGF^31^. A previous report described that Iαvß3^+^ cells accumulated in the human AD brain^32^. We found that Iαvß3^+^ cells concentrated around Aß plaques in comparison with wild-type (WT) and non-Aß plaques brain areas in AD mouse models (Fig. 1g). Of note, no differences were found between WT and distal Aß plaques areas (Fig. 1g). Interestingly, the Iαvß3^+^ cells looked qualitatively different around Aß plaques, suggesting vascular remodeling (Fig. 1g).

To extend our observations to the human AD brain, we used human samples obtained under tightly controlled conditions from AD (Braak tau pathology stages IV–VI) and age-matched Braak stage 0–I samples (Supplementary Data 1)^33^. Combination of Thio-S staining with Iαvß3 immunodetection suggested a connection between Iαvß3^+^ cells and Aß plaques (Fig. 2a). To confirm the association between angiogenesis and Aß deposits, we first localized the position of all the Iαvß3^+^ cells and Aß plaques (Fig. 2b and Supplementary Fig. 1b, 655 Aß plaques and 3209 Iαvß3^+^ cells from five AD cases) and measured the load of the neurofibrillary tangles, another AD hallmark, in each AD case studied. An almost perfect direct correlation was observed between the number of Iαvß3^+^ cells and Aß plaques (Fig. 2c) and, on the contrary, no association was found between Iαvß3^+^ cells and tangles (Supplementary Fig. 1c). As described before^32^, the number of Iαvß3^+^ cells in control samples was very low (55 Iαvß3^+^ cells from five control samples; Fig. 2c). Second, we performed 500 simulations where the position of Aß plaques was conserved and the location of the Iαvß3^+^ cells was randomly generated in each AD case. We then measured the shortest geodesic distance between each Iαvß3^+^ cell and the closest Aß plaque in each random simulation and in the experimental cases. Notably, in the five AD cases studied, the experimental shortest distance between Iαvß3^+^ cells and Aß plaques was always significantly smaller than in the random simulations (Fig. 2d and Supplementary Fig. 1d) and, globally, the shortest distance between Iαvß3^+^ cells and Aß plaques was also significantly smaller to that expected in a random distribution of Iαvß3^+^ cells (Fig. 2e).

**Fig. 2:**
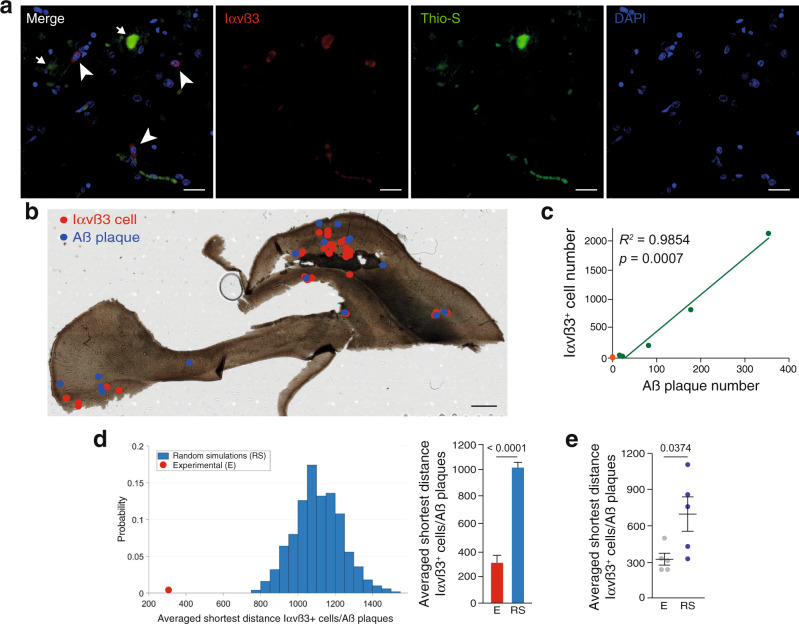
Angiogenesis is concentrated around Aß plaques in AD. **a** A human hippocampal brain slice stained with angiogenic endothelial (Iαvß3; red), Aß (Thio-S; green), and nuclear (DAPI; blue) markers. Scale bar = 20 µm. Arrowheads indicate angiogenic cells and arrows signal Aß plaques. **b** A human hippocampal brain slice where the position of Iαvß3^+^ cells (red dots) and Aß plaques (blue dots) are indicated. Scale bar = 1 mm. **c** Correlation between Iαvß3^+^ cells and the number of Aß plaques in five AD (Braak IV–VI) cases (green dots). The number of Iαvß3^+^ cells is also indicated for six control (Braak 0–I) human samples (orange dots). Spearman *r* correlation. **d** Left graph, representation of the probability of the averaged shortest distance between Iαvß3^+^ cells and Aß plaques in 500 random simulations (RS, blue bars) where the Aß plaques position was fixed and the Iαvß3^+^ cells’ location was randomized. The red dot represents the experimental measurement. Right graph, quantification of the shortest geodesic distance between Iαvß3^+^ cells and Aß plaques in an experimental (E) and in the first 10 random simulations (RS). Data are presented as mean ± SEM. *n* = 28 (E) and 280 (RS) Iαvß3^+^ cells and 16 Aß plaques. Student’s *t*-test. **e** Quantification of the averaged shortest geodesic distance between Iαvß3^+^ cells and Aß plaques from experimental (E) human brain slices and 500 random simulations (RS) of Iαvß3^+^ cells location. Mean ± SEM. *n* = 5 human samples; Student’s *t*-test.

Altogether, the presence of hypoxia around Aß plaques, the local induction of VEGF expression by astrocytes, and the concentration of angiogenic cells near Aß plaques strongly suggest that angiogenesis is initiated around Aß deposits in both the human AD brain and in AD mouse models.

### The angiogenesis around Aß plaques is non-productive

As discussed before, a puzzling characteristic of the AD brain is the accumulation of angiogenic markers coupled with reduced number of vessel and disruption of the BBB. To investigate if angiogenesis is halted by a failure in differentiation between tip and stalk cells (NPA) in AD mouse models (Fig. 3a), we separated CD31^+^ (an endothelial/innate immune cell marker) and CD11b-negative (an innate immune marker) cells using fluorescence-activated cell sorting (Supplementary Fig. 2a–c) from aged (18-month-old) *APP-PSEN1/*+ and WT mice. mRNA levels of a vascular specific marker (*Cadherin 5*, *Cdh5*) greatly exceeded the levels of microglia, astrocyte, oligodendrocyte, and neuronal markers (Supplementary Fig. 2d), confirming the purity of the isolated endothelial cells. A global expression analysis was performed using microarrays and the differentially expressed (DE) genes are shown in the Supplementary Data 2. To evaluate whether endothelial cells from an Aß-accumulating AD mouse model could suffer NPA, we defined a gene set (GS) containing the genes upregulated in the retina of *Dll4* heterozygous mice (Dll4+/–_Up)^34^, a model of NPA^7–10^, and estimated its contribution to the DE genes between *APP-PSEN1/*+ and WT endothelial cells using GS enrichment analysis (GSEA). Notably, the Dll4+/–_Up GS was enriched at the top of the list —and the only one with a significant FWER *p* value— out of more than 800 GS analyzed (Fig. 3b, c and Supplementary Data 3), strongly suggesting a failure of the endothelial lateral inhibition in AD mouse models. NPA induces an increase in the number of tip cells in the retina of mouse models^7–10^. From the list of the DE genes included in the Dll4+/–_Up GS, we selected the *Plasminogen activator, urokinase receptor* (*Plaur*) gene, a tip cell marker^34^, for histological validation of our molecular studies. We combined ISH with isolectin B4 (IB4) from *Griffonia simplicifolia* staining, a well-described marker of mouse mature and angiogenic endothelial cells^35^. Low expression of *Plaur* mRNA in endothelial cells was observed in WT or in regions distal to Aß plaques in an AD mouse model (Fig. 3d). However, a dramatic increase in *Plaur* mRNA expression was observed around Aß plaques (Fig. 3d), further demonstrating that, although the tip cell program is activated, the DLL4/NOTCH interaction (see Fig. 3a) that limits tip cell accumulation is affected near the Aß plaques.

**Fig. 3:**
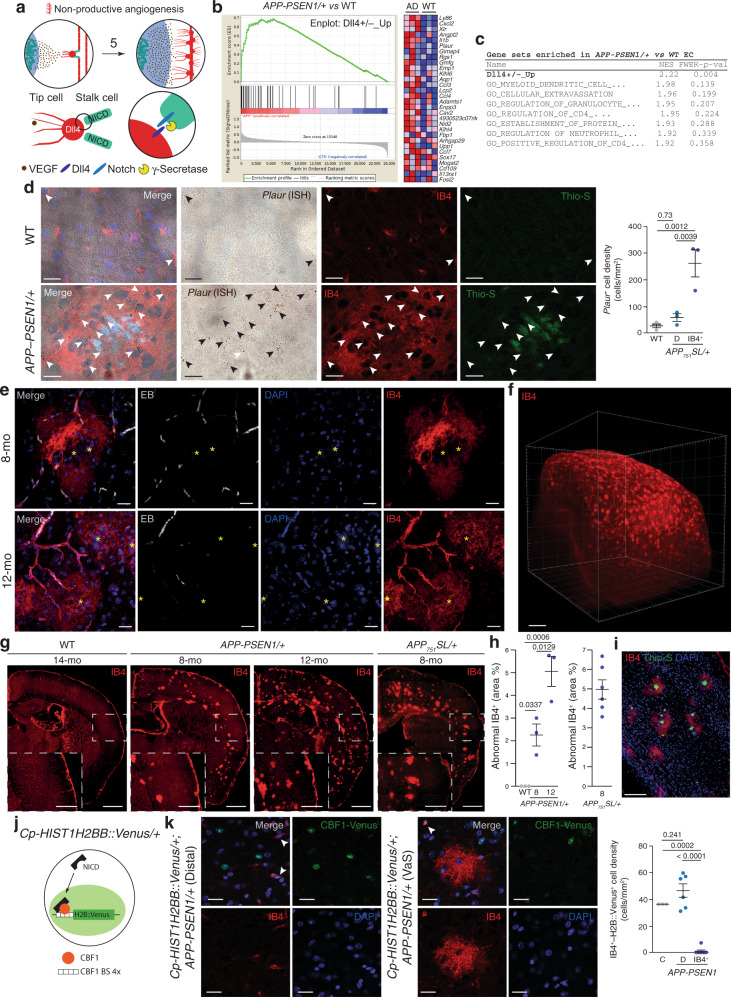
Angiogenesis is non-productive around Aß plaques. **a** Working model of the angiogenesis around Aß plaques. Numeration continues from Fig. 1f. Upper row: Non-productive angiogenesis will convert phalanx cells to non-conducting tip cells, extending local hypoxia (5). Lower row: γ-secretase activity is involved in the lateral inhibition process that controls tip-stalk cell identity. **b**, **c** Gene set enrichment analysis (GSEA) revealed that Dll4+/–_Up GS is highly represented in 18-month-old *APP-PSEN1/*+ versus WT endothelial cell differential transcriptomic (**b**, left panel). Right panel (**b**) shows the heat map of the top 30 ranking leading edge genes included in the Dll4+/–_Up GS. Red symbolizes overexpression and blue down regulation. The table includes the eight top-enriched GSs (**c**), FEWER *p* val (values) were two-sided and adjusted for multiple comparisons. **d** Cortical confocal XY images from 8-month-old *APP-PSEN1/*+ and stained with endothelial (IB4; red), *Plaur* (ISH; brown), Aß (Thio-S; green), and nuclear (DAPI; blue) markers. Arrowheads indicate reactive cells expressing *Plaur*. Scale bar = 20 µm. Right graph shows the quantification of *Plaur*^*+*^ cells/mm^2^ in WT (gray dots) and distal to Aß plaques (D; light blue dots) and IB4^+^ regions (IB4^+^; blue dots) in the *APP-PSEN1/*+ mouse model. Mean ± SEM. *n* = 4 WT and 3 *APP-PSEN1/*+ mice; ANOVA, post hoc Tukey’s test. **e** Cortical confocal projection from 8- (upper row) and 12- (lower row) month-old *APP-PSEN1/*+ mice injected with Evans Blue (EB, white) and stained with endothelial (IB4; red) and nuclear (DAPI; blue) markers. Aß plaques are indicated with a yellow asterisk. Scale bar = 20 µm. **f** Full hemi-cortex from a 10-month-old *APP-PSEN1/*+ mouse stained to visualize endothelial cells (IB4; red) and rendered transparent using iDISCO. Scale bar = 500 µm. **g** Superimages of brain cortical sections from WT, *APP-PSEN1/*+, and *APP*_*751*_*SL/*+ mice stained to label endothelial cells (IB4; red). Insets show the white square from low magnification images. Scale bar = 1 mm in low and 500 µm in high magnification images. **h** Quantification of the percentage of cortical surface occupied by abnormal IB4^+^ staining. Mean ± SEM. *n* = 3 8-month-old WT and *APP-PSEN1/*+; and 12-month-old *APP-PSEN1/*+; and 6 *APP*_*751*_*SL/*+ mice; ANOVA, post hoc Tukey’s test. **i** Image of a cortical slice from 8-month-old *APP-PSEN1/*+ mice stained with endothelial (IB4; red), Aß (Thio-S; green), and nuclear (DAPI; blue) markers. Scale bar = 100 µm. **j** Schematic representation of the *Cp-HIST1H2BB::Venus/+* mouse model. NICD NOTCH intracellular domain, CBF1 BS CBF1-binding sites. **k** Left images: coronal cortical sections from *Cp-HIST1H2BB::Venus/+; APP-PSEN1/*+ mice distal (left) and proximal (right) to Aß plaques and stained with endothelial (IB4; red), and nuclear (DAPI; blue) markers. Green: Direct visualization of H2BB::Venus fluorescence. Scale bar = 20 µm. Right graph, quantification of the number of H2BB::Venus positive endothelial cells in *Cp-HIST1H2BB::Venus/+; +/+* (Control, C), *Cp-HIST1H2BB::Venus/+; APP-PSEN1/*+ distal (D) and IB4^+^ proximal (P) to Aß plaques. Mean ± SEM. *n* = 3 *Cp-HIST1H2BB::Venus/+; +/+* and 6 *Cp-HIST1H2BB::Venus/+; APP-PSEN1/*+ mice; ANOVA, post hoc Tukey’s test.

IB4 is also a marker of the vascular abnormalities observed in NPA models^7–10^ characterized by the accumulation of tip cells (Fig. 3a). As expected, IB4 delineated the vessels distal to Aß plaques (Fig. 3e and Supplementary Fig. 3a); however, IB4 recognized abnormal structures around Aß deposits. Those structures presented a “cotton candy”-like appearance, and emanated from well-perfused IB4^+^ vessels (Evans blue —EB— angiography; Fig. 3e and Supplementary Fig. 3a). The IB4^+^ vascular anomalies were not colocalized either with astrocytes (Supplementary Fig. 3b) or microglial cells (Supplementary Fig. 3c), the two cell types more commonly found in the proximity of Aß plaques. To further evaluate the contribution of innate immune cells to the IB4^+^ vascular abnormalities, we examined the cerebral vasculature of an experimental autoimmune encephalomyelitis (EAE) mouse model^36^ (Supplementary Fig. 3d), including 3 sham control and 12 EAE mice distributed in three groups based on behavioral evaluation and the time of evolution after the induction of the disease (4 onset, 4 peak, and 4 post-peak mice; Supplementary Fig. 3e). We did not find any IB4^+^ vascular anomalies, despite the strong glial activation observed around endothelial cells (Supplementary Fig. 3, compare panel 3f—onset—with 3g—peak; 0 IB4^+^ vascular abnormalities in 103 autoimmune foci examined).

In the *APP-PSEN1/*+ AD mouse model, the IB4^+^ vascular anomalies were found in regions containing Aß plaques, including the cortex, hippocampus, and the corpus callosum (Fig. 3e–g and Supplementary Movie 1), covering up to 5% of the total cortical surface (Fig. 3h) and not detected in WT mice (Fig. 3h). Although those mice express dominant *APP* and *PSEN1* mutations in neuronal cells (driven by the *Prnp* promoter^37^), our molecular analysis has predicted a failure of NOTCH signaling in endothelial cells, which involves the activity of the γ-secretase (Fig. 3a). To discard any alteration caused by *PSEN1* mutated allele to endothelial cells, we tested whether mutant mice expressing only the *APP* gene will also accumulate IB4^+^ vascular anomalies. The analysis of *APP*_*751*_*SL/*+, an AD model with faster Aß plaque deposition, revealed qualitative (Fig. 3g) and quantitative (Fig. 3h) similar accumulation of IB4^+^ vascular anomalies, excluding the possibility of endothelial expression of the mutated form of *PSEN1* as the cause of the vascular alterations in AD mouse models, and strongly suggesting that Aß plaques induce vascular disorganization. To quantitatively confirm the connection between the abnormal IB4^+^ structures and Aß plaques, we co-stained brain slices from Aß-depositing AD mouse models with Thio-S and IB4^+^ (Fig. 3i). In the brain of young AD mice without or with a scarce number of Aß deposits (respectively 3-month-old and 5-month-old *APP-PSEN1/*+ mice), IB4^+^ vascular abnormalities were always colocalized with Thio-S (Supplementary Fig. 3h). In older mice, quantification of the area of both Aß deposits (Thio-S^+^) and the abnormal IB4^+^ structures revealed a significant positive correlation between both parameters in the regions analyzed (Supplementary Fig. 3i, j).

So far, we have shown molecular and histological indications of NPA. To further demonstrate the loss of NOTCH activity around Aß plaques, we generated a new AD mouse model by crossing *APP-PSEN1/*+ with a NOTCH reporter mice expressing a fluorescent nuclear protein (Histone H2B fussed with Venus) under the control of CBF1-binding sites^38^ (Fig. 3j). Upon ligand binding, NOTCH is cleaved by several proteases at the membrane, including a final cleavage by the γ-secretase, and the NOTCH intracellular domain (NICD) is translocated to the nucleus, where it binds to CBF1, recognizes CBF1-binding sites at the DNA, and activates transcription. We first checked that the expression of the reporter was compatible with the described activity of NOTCH in the adult brain. We focused on the neurogenic subventricular zone, where NOTCH expression and activity has been reported^39^, and observed a clear nuclear Venus signal lining the ventricles, validating the model. In the cortex, we observed expression of the reporter in several cell types including the endothelium (Fig. 3k). Quantification of the endothelial expression of the NICD reporter showed reduced expression in the IB4^+^ vascular abnormalities when compared with WT or *APP-PSEN1/*+ brain areas distal to Aß plaques (Fig. 3k).

Altogether, the induction of early angiogenesis markers (VEGF and Iαvß3^+^), the molecular signature of NPA in vascular cells, the accumulation of vascular abnormalities around Aß plaques, and the decreased activity of NICD associated with the vascular anomalies, strongly suggest that Aß plaques are associated with NPA.

### Endothelial γ-secretase LOF induces IB4^+^ vascular anomalies

Loss of function of γ-secretase has been linked both with fAD (*PSEN1* and *PSEN2* mutations)^2–4^ and sAD (decreased NOTCH-processing activity associated with age)^6^. Due to the role of the γ-secretase in the production of Aß, many of the studies have been focused in the loss of γ-secretase in neurons^4^. However, mutations in *PSEN1*/*PSEN2* will modify γ-secretase activity in all the cells and, during aging, other cells types may also be altered by a decrease in γ-secretase activity, and therefore, contribute to the progression of AD. In addition, it has been proposed that the high concentration of Aß_1–42_ around Aß plaques could inhibit γ-secretase activity as a product of the reaction^4^. We therefore investigate the consequences of reducing γ-secretase activity in adult AD brain endothelial cells. To this end, we genetically inhibited endothelial γ-secretase activity by injecting *Psen1*^*loxP/loxP*^; *Psen2*^*–/–*^ mice with cerebral endothelium-specific Cre recombinase-expressing adeno-associated vectors (AAV-BR1; Fig. 4a)^40^. First, we validated that the viral vector induced the deletion of the *Psen1* gene in the brain. We designed a quantitative PCR (qPCR) amplicon to detect the *Psen1* excised locus (Fig. 4b) and verified that the injected mouse induced the loss of *Psen1* allele (Fig. 4b) at two different time points after the injection of the viral vector, 19 and 60 days. Interestingly, a trend was observed to reduce the deletion with time (19 days, 0.33 ± 0.12 versus 60 days, 0.14 ± 0.05; Student’s *t*-test: *p* = 0.126). Second, we checked if the *Psen1* gene deletion was specific to endothelial cells. To this end, we performed *Psen1* mRNA ISH combined with IB4 immunofluorescence (Fig. 4c and Supplementary Fig. 4a) and quantify the number of RNA foci in the whole brain parenchyma (cortex and striatum). As expected, no differences were found in the total number of *Psen1* mRNA foci (Supplementary Fig. 4a). Thus, we quantified the number of endothelial *Psen1* mRNA foci, observing a trend to decrease in the striatum and significant decrease in the cortex (Fig. 4d; see below for further discussion of this experiment).

**Fig. 4:**
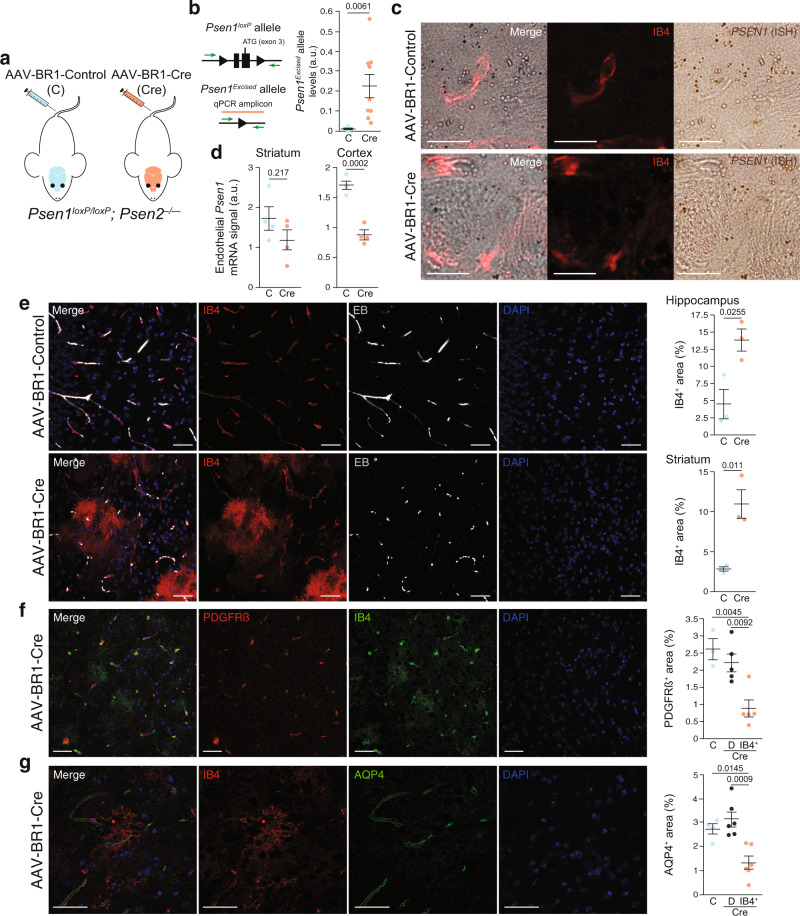
In adult inhibition of endothelial γ-secretase activity is sufficient to generate IB4^+^ vascular abnormalities. **a** Schematic representation of a mouse model with adult inhibition of endothelial γ-secretase activity. *Psen1*^*loxP/loxP*^; *Psen2*^*–/–*^ mice were injected with cerebral endothelium-specific adeno-associated control (AAV-BR1-Control; C) or Cre recombinase-expressing (AAV-BR1-Cre; Cre) viruses. **b** Schematic representation of the qPCR amplicon used to detect the *Psen1* excised allele (orange bar). Right graph: Quantification of the degree of *Psen1* excision (a.u., arbitrarty units) in the striatum of C and Cre mice. Mean ± SEM. *n* = 3 C and 10 Cre mice; Student’s *t*-test. **c** Striatal confocal XY images from C and Cre mice stained with endothelial (IB4; red) and *Psen1* (ISH; brown) markers. Scale bar = 20 µm. **d** Quantification of endothelial *Psen1*^*+*^ signal in the striatum (left graph) and the cortex (right graph) of C and Cre mice. Mean ± SEM. *n* = 4 mice; Student’s *t*-test. **e**–**g** Confocal projections of striatal (**e**) or hippocampal slices (**f**, **g**) from *Psen1*^*loxP/loxP*^; *Psen2*^*–/–*^ mice injected with AAV-BR1-Control or AAV-BR1-Cre viral vectors, and, 2 months later, perfused with Evans blue (EB; white —**e**) and stained with endothelial (IB4; red —**e**, **g**— or green —**f**), pericyte (PDGFRß; red —**f**), astrocytic end-feet (AQP4; green —**g**), and nuclear (DAPI; blue) markers. Scale bars = 40 µm. Right graphs are the quantification of: **e** percentage of area occupied by IB4^+^ in C and Cre mice in hippocampus (upper row) and striatum (lower row). Mean ± SEM. *n* = 3 mice; Student’s *t*-test. **f**, **g** Percentage of area occupied by PDGFRß^+^ (**f**) or AQP4^+^ (**g**) signal (in distal —D— vessels and in IB4^+^ area) in hippocampus form C and Cre mice. Mean ± SEM. *n* **f** = 3 C and 5 Cre mice; *n* **g** = 4 C and 6 Cre mice ANOVA, post hoc Tukey’s test.

To evaluate the vasculature of mice with endothelial loss of the γ-secretase activity, we used several perfusion and BBB markers at two different time points. Nineteen days after the viral injection, no evident abnormalities were found. At 60 days, a normal brain microvasculature was observed in mice injected with the control vector (Fig. 4e); however, vessels were deeply altered in the brain of mice injected with Cre-expressing AAVs (AAV-BR1-Cre; Fig. 4e). Notably, we observed structures that were identical to the IB4^+^ vascular abnormalities observed around Aß plaques (compare Fig. 3e–i with Fig. 4e), even though the mouse model employed did not accumulate Aß deposits. In this model, IB4^+^ vascular abnormalities were mainly found in the striatum and hippocampus (Fig. 4e) and were associated with a loss in perfusion (EB and TER119, Supplementary Fig. 4b, c), pericytes (platelet derived growth factor receptor ß, PDGFRß; Fig. 4f), and astrocytic end-feet (Aquaporin 4, AQP4; Fig. 4g). Interestingly, no signs of endothelial proliferation were found using Ki67 (53 IB4^+^ vascular abnormalities analyzed from five mice), suggesting, as expected, that NPA is blocking the differentiation of endothelial cells to the proliferative stalk phenotype. As a control, we identified proliferative (Ki67^+^) cells in the subgranular zone of the hippocampus and in proliferating microglia.

Altogether, our data suggest that loss of vascular cells is induced by the endothelial loss of function of γ-secretase, which leaves behind IB4^+^ vascular abnormalities.

### Vessel loss and accumulation of VaS around Aß plaques

The loss of blood vessels associated with the IB4^+^ vascular abnormalities were quite reminiscent of the defects observed around Aß plaques in the human AD brain^14–18^ and in AD mice^19–21^. To evaluate if Aß plaques-associated IB4^+^ vascular abnormalities were also characterized by blood vessel loss, we analyzed perfusion in *APP*_*751*_*SL/*+ using EB angiography^35^ and quantification of marker of red blood cells, TER119 (Fig. 5a). Quantification of EB signal showed a clear reduction in perfusion proximal to Aß plaques compared with distal regions (Fig. 5a). As previous works have reported disturbed brain blood flow^12,13,26^ and neutrophils clotting of the cerebral capillaries^41^ in AD mouse models, we analyzed brain vessels in WT and in distal and proximal regions to Aß plaques in an AD mouse model using TER119 staining. Interestingly, loss of perfusion was only observed around Aß plaques and no significant differences were found between wild type and distal cortical regions (Fig. 5a). To study if reduced Aß plaques perfusion was associated with a morphologic change of capillaries around Aß plaques, we used several markers of the blood–brain barrier. First, we examined the distribution of laminin—a marker of the endothelial basement membrane—combined with IB4. As expected, both laminin and IB4 delineated the vessels distal to Aß plaques (Fig. 5b); however, laminin staining was reduced in the IB4^+^ vascular abnormalities (Fig. 5b). We quantified the area occupied by laminin^+^ vessels in a 50 µm radius from Aß plaques and inside the abnormal IB4^+^ area and observed a significant reduction in two different AD mouse models (Fig. 5b). Again, no differences were found between WT and distal brain regions of the AD mouse models. Similar to laminin, the expression of platelet/endothelial cell adhesion molecule 1 (PECAM1/CD31; a tight junction marker) was decreased around Aß deposits (Supplementary Fig. 5a) and no changes were observed between WT and distal regions in the AD mouse model. Pericyte number is decreased in both patients and AD models^18^ and the reduction correlates with Aß deposits^17^. Correspondingly, the expression of the PDGFRß was lost in the anomalous IB4^+^ structures (Supplementary Fig. 5b) and, similar to other vascular markers, no changes in PDGFRß expression were observed between WT and distal regions in the AD mouse model (Supplementary Fig. 5b). Finally, AQP4, a marker of astrocytic end-feet, delineated the blood vessels in regions distal to Aß plaques (Fig. 5c), but, as described^42,43^, a diffuse signal was observed in the proximity of Aß deposits that colocalized with the IB4^+^ vascular anomalies in some areas (Fig. 5c), including clearly recognizable astrocytic end-feet (arrowheads in Fig. 5c). Quantification of AQP4^+^ signal revealed no differences between WT and distal regions in the AD mouse models and a significant reduction around Aß plaques. Altogether, our results indicate that Aß plaques are avascular areas were the vessels have been substituted by an abnormal IB4^+^ signal.

**Fig. 5:**
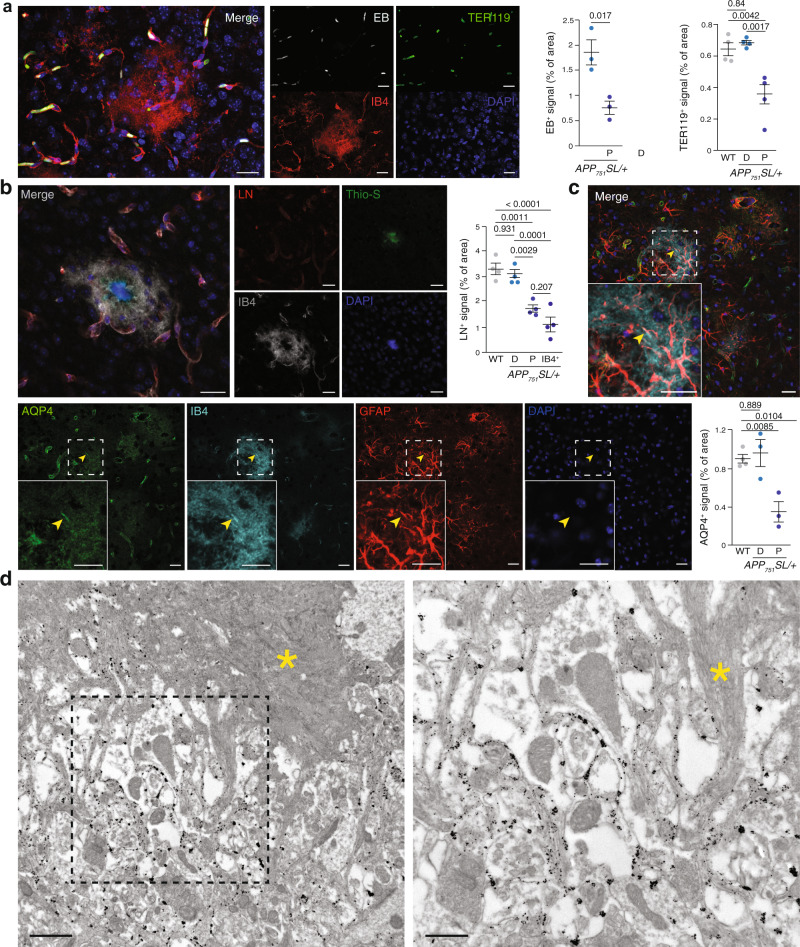
Vessels are substituted by vascular scars proximal to Aß plaques. **a** Left panels, cortical confocal XY images from 8-month-old *APP*_*751*_*SL/*+ mice stained with endothelial (IB4; red), red cells (TER119; green), Evens Blue (EB, white), and nuclear (DAPI; blue) markers. Scale bar = 20 µm. Right graphs, left, quantification of the EB vessel area distal (D) and proximal (P) to Aß plaques. Mean ± SEM. *n* = 3 mice; Student’s *t*-test; right, quantification of the TER119 vessel area in WT, distal (D), and proximal (P) to Aß plaques in *APP*_*751*_*SL/*+ mice. Mean ± SEM. *n* = 4 mice; ANOVA, post hoc Tukey’s test. **b** Left panels, cortical confocal XY images 8-month-old *APP*_*751*_*SL/*+ mice stained with vessel basement membrane (laminin, LN; red), endothelial (IB4; white), Aß (Thio-S; green), and nuclear (DAPI; blue) markers. Scale bar = 20 µm. Right graphs, quantification of the laminin vessel area in WT mice, in distal (D), proximal (P) to Aß plaques, and inside the IB4^+^ vascular abnormal structures (IB4^+^) in 8-month-old *APP*_*751*_*SL/*+ mice. Mean ± SEM. *n* = 4 mice; ANOVA, post hoc Tukey’s test. **c** Cortical confocal projection 8-month-old *APP*_*751*_*SL/*+ mice stained with astrocytic end-feet (aquaporin 4, AQP4; green), endothelial (IB4; cyan), astrocytic (GFAP, red), and nuclear (DAPI; blue) markers. Insets show the white square from low magnification images. Yellow arrowheads indicate an astrocytic end-feet juxtaposed to an IB4^+^ structure. Scale bar = 20 µm. Lower graph, left, quantification of the EB vessel area distal (D) and proximal (P) to Aß plaques. Mean ± SEM. *n* = 4 WT and 3 *APP*_*751*_*SL/*+ mice; ANOVA, post hoc Tukey’s test. **d** Electron microscopy analysis of an 8-month-old *APP*_*751*_*SL/*+ cortex stained with IB4 (black dots, gold particles). Right image is a high magnification of the left dashed square shown in the left panel. A yellow asterisk indicates an Aß plaque. Scale bar = 1 µm in low and 0.5 µm in high magnification images.

To localize IB4 staining at the ultrastructural level, we used gold-based IB4 staining and electron microscopy. IB4 labeling was mainly restricted to the extracellular space surrounding Aß fibrils (Fig. 5d), a parenchyma that is normally invaded by microglial and astrocytic projections. Based on their continuity from perfused blood vessels (Figs. 3 and 4) and their accumulation at the extracellular space around the Aß deposits (Fig. 5), we termed these IB4^+^ anomalies vascular scars (VaS).

To evaluate the contribution of abnormal angiogenesis to the progression of the disease, we treated an AD mouse model with sorafenib, a drug that inhibits the intracellular activity of several angiogenic kinases (VEGFR, PDGFR, and RAF) in endothelial cells. Sorafenib treatment (30 mg/kg every 2 days for 1 month) strongly reduced the accumulation of Iαvß3^+^ cells in the brain of 8-month-old *APP*_*751*_*SL/*+ mice (Supplementary Fig. 6a), indicating that the selected dose of Sorafenib was enough to reduce angiogenic activity. We then examined Aß deposits using Thio-S staining and revealed that Sorafenib presented a trend to reduce both Aß plaque load and the mean Aß plaque area (Supplementary Fig. 6b) without altering the Aß_1–40_, Aß_1–42_, and Aß_1–42_/Aß_1–40_ levels, as estimated by ELISA (Supplementary Fig. 6c). In addition, analysis of pericyte coverage of blood vessels, as a readout of vessels normalization, showed that sorafenib treatment recovered the PDGFRß signal around Aß plaques to the same levels observed in distal regions (Supplementary Fig. 6d). Finally, we estimated the short-term memory using the novel object recognition test and observed a trend to improve the memory in sorafenib-treated mice (Supplementary Fig. 6e), suggesting a modest recovery in cognition. Therefore, although an antiangiogenic treatment may be able to delay progression of the disease, a pharmacological intervention to resume the halted angiogenic activity in AD could be more appropriated.

### NPA induces microglia phagocytosis of blood vessels near Aß plaques

We postulated that the angiogenic cells with halted differentiation could be eliminated by the activity of other cells based on (i) the lack of mature markers of endothelial cells around Aß plaques, (ii) *Psen1* excision reached at 19 days after AAV-BR1-Cre injection was higher than the observed at 60 days, suggesting that the endothelial cells without γ-secretase activity (those without *Psen1*) could be removed, and (iii) the number of *Psen1* mRNA foci after viral Cre injection was significantly decreased in the cortex (a brain area without VaS accumulation) whereas only a trend was observed in the striatum, suggesting that in the later, the cells that lose the *Psen1* allele were either differentiated and lost the expression of IB4 or were removed. Microglia are the main phagocytic cells in the brain; therefore, we examined the microglia in the VaS generated by deletion of the γ-secretase activity and in those associated with Aß plaques.

Adult inhibition of endothelial γ-secretase activity induced the formation of circular cytoplasmic microglial pouches —ball-and-chain structures characteristic of phagocytic microglia^44^— that enveloped IB4^+^ material (Fig. 6a and Supplementary Movies 2 and 3). Although astrocytic end-feet were decreased in VaS (Fig. 4g), astrocytic projections could also be involved in the phagocytosis of endothelial cells. However, we did not observe any abnormal vascular staining that colocalized with astrocytes (Supplementary Fig. 7a). Altogether, our data indicate that induction of NPA is sufficient to disassemble blood vessels and to induce endothelial cell phagocytosis by microglia.

**Fig. 6:**
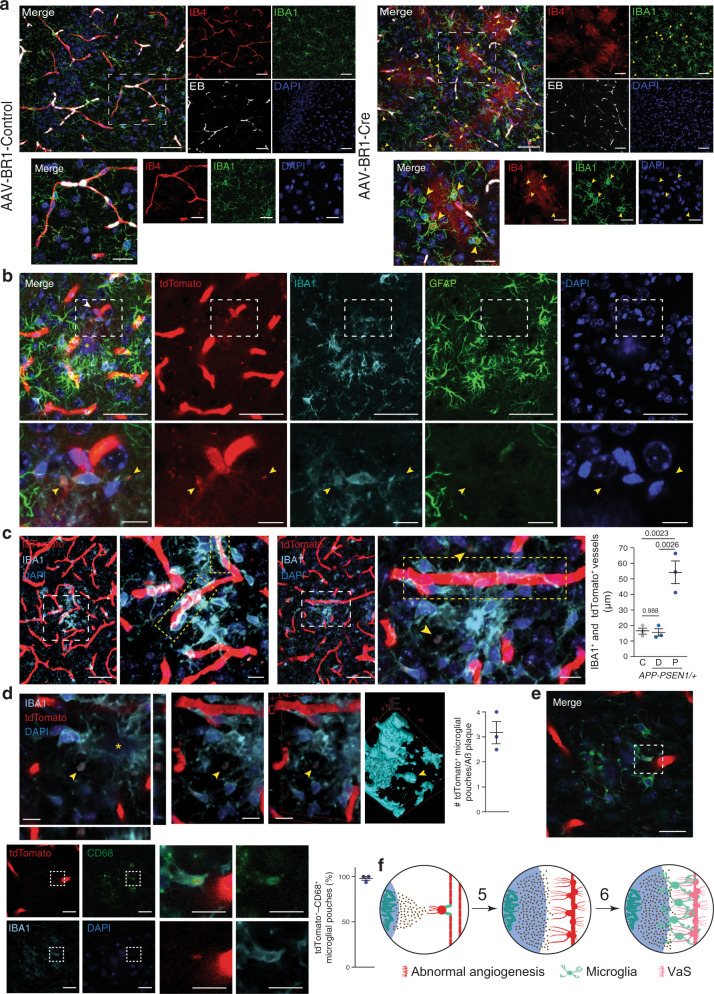
Microglial cells phagocyte VaS-associated blood vessels. **a** Striatal confocal XY images from *Psen1*^*loxP/loxP*^; *Psen2*^*–/–*^ mice that were injected with cerebral endothelium-specific adeno-associated control (AAV-BR1-Control; C) or Cre recombinase-expressing (AAV-BR1-Cre; Cre) viruses, perfused with Evans blue (EB; white) and stained with endothelial (IB4; red), microglia (IBA1; green), nuclear (DAPI; blue) markers. Yellow arrowheads indicate microglial IB4^+^ pouches. Lower row images show the dashed white rectangles depicted in the upper row images. Scale bars = 20 and 10 µm in low and high magnification images. **b**–**e** Cortical confocal images 8-month-old *Cdh5-Cre::ERT2/*+; *R26-LSL-tdTomato/+*; *APP-PSEN1/*+ tamoxifen-treated mice and stained with a tdTomato antibody (**b**) or direct tdTomato fluorescence (**c**–**e**) (red) and with microglial (IBA1; cyan), astrocytic (GFAP; green —**b**), lysosomal (CD68; green —**e**) and nuclear (DAPI; blue) markers. Aß plaques are indicated with a yellow asterisk. Yellow arrowheads indicate internalization of tdTomato^+^ signal by microglial pouches. Lower row images show the dashed white rectangles depicted in the upper row (**b**, **e**) or left (**c**) images. A white arrowhead indicates a tip cell that projects extensions towards an Aß plaque (**b**). Scale bars (**b**–**e**) = 50 µm in low and 10 µm in high magnification images. Regions with high alignment of endothelial cells and microglia are highlighted with dashed yellow rectangles in **c**. Left panel in **d** shows a z-projection of a magnified and cropped image from **c** showing the orthogonal projections and the right panels show different rotated views of 3D reconstructions of the left image (volume, two central panels; surface, right panel). Right graphs (**c**–**e**) show the quantification of **c** the length of tdTomato^+^ vessels occupied by IBA1^+^ signal. Mean  ± SEM. *n* = 3 mice; ANOVA, post hoc Tukey’s test; **d** the number of microglial pouches proximal to Aß plaques. Mean ± SEM. *n* = 3 mice; and **e** the percentage of microglial IB4^+^/CD68^+^ pouches. Mean ± SEM. *n* = 3 mice. **f** Working model of the process of vascular scars (VaS) formation. Numeration continues from Fig. 1f.

To study the contribution of microglial phagocytosis to the loss of Aß plaques-associated blood vessels, we generated a new AD mouse model where tdTomato was conditionally expressed in the cytoplasm of endothelial cells (*APP-PSEN1/*+; *Cdh5-Cre::ERT2/*+; *tdTomato/+*) upon tamoxifen (TMX) treatment. Non-treated mice did not show any tdTomato staining and blood vessels were clearly identified in brain sections of TMX-treated WT and *APP-PSEN1/*+ mice (Supplementary Fig. 7b). In addition, we also observed, although with low frequency, tdTomato^+^ cells extruding from blood vessels (Fig. 6b and Supplementary Fig. 7c), which could represent non-terminally differentiated tip/stalk cells. Interestingly, those cells were found in close apposition to microglia (Fig. 6b and Supplementary Fig. 7c) and their projections were total or partially covered by microglial cytoplasmic extensions (Fig. 6b and Supplementary Fig. 7c). To confirm that microglia are indeed involved in the local loss of Aß plaque-associated blood vessels, we first studied the spatial distribution of microglial and endothelial cells in the absence of pathology (WT mice) and distal and proximal to Aß plaques in an AD mouse model. Low magnification images revealed that AßAM were found covering blood vessels (Fig. 6c, Supplementary Fig. 7d and Supplementary Movies 4–7), something that was not observed in WT mice or in microglia distal to Aß deposits (Supplementary Fig. 7b, d). Quantification of the length of blood vessels covered by microglia in control and distal areas from Aß plaques in an AD mouse model revealed no differences (Fig. 6c); however, a clear increase in coverage was observed around Aß plaques (Fig. 6c). Finally, we searched for phagocytic pouches similar to those found in the endothelial secretase inhibition model (Fig. 6a). tdTomato^+^ microglial pouches were found almost in every Aß plaque analyzed (Fig. 6d, Supplementary Fig. 7e and Supplementary Movies 8–10) and in almost all the cases (97%) they were also reactive for the lysosomal marker CD68 (Fig. 6e), indicating phagocytic activity.

Altogether, our results indicate that halted angiogenic cells, without γ-secretase activity or associated with Aß plaques, were recognized by microglia and removed by phagocytosis (Fig. 6f).

## Discussion

Vascular alterations in the AD brain have been linked with the accumulation of Aß in the wall of blood vessels in the form of cerebral amyloid angiopathy^12^ and/or with a direct effect of extracellular Aß over vascular function^45^. However, both the human AD and AD mouse models’ brains (1) show a reduction in the number of vessels and a debilitation of the BBB around Aß plaques^14–21^ and (2) accumulate hypoxic/angiogenic markers around Aß deposits (see ref. ^23^ and for recent reviews see^12,13^), suggesting an important role of Aß plaques in the continuum of AD cerebral microvasculature dysfunction and in the induction of compensatory angiogenesis. We show here that, although angiogenesis is initiated around Aß plaques, the process is non-productive leading to the disassembly of Aß plaque-associated blood vessels and the phagocytic activity of microglia.

The accumulation of extracellular Aß in plaques could alter the even distribution of brain capillaries producing, together with the recruitment of innate immune cells, hypoxia-mediated VEGF expression. Indeed, hypoxia and VEGF accumulates around Aß plaques^23,25–28^ and, while some authors proposed that VEGF could be sequestered in Aß plaques being biologically unavailable^28,29^, we observed a high expression of VEGF in astrocytes surrounding the Aß plaques and an association between VEGF expression and the protrusion of filopodia from endothelial cells in mouse models. Notably, we show that the expression of the angiogenic Iαvß3, an endothelial cell surface glycoprotein complex and characteristic of VEGF-stimulated vessels^30,46^, is associated with Aß plaques, indicating that angiogenesis is also initiated in the human AD brain around these deposits.

However, we show here that angiogenesis is non-productive around Aß plaques, (i) the molecular signature of defective lateral inhibition^34^ is enriched in endothelial cells isolated from an AD mouse model, and (ii) two NPA marker (IB4 and *Plaur* mRNA)^7–10,34^ accumulate in VaS. IB4 is a lectin that binds to glycoproteins both at the luminal and abluminal sides of endothelial cells and, in the later, it is associated with the basement membrane that surrounds mature endothelial cells and pericytes^35^. During angiogenesis, IB4 is the best histological marker of tip cells, labeling the full length of angiogenic filopodia^35^. *Plaur* is one of the few genes strongly enriched in tip cells versus other endothelial cells^34^ and is involved in the degradation of the extracellular matrix during angiogenesis^47^. IB4^+^ VaS are probably the result of the angiogenic aperture of the blood vessels required for the growing of new vascular branches, involving, among other processes, the loss of the BBB, transient edema, and destabilization of the basement membrane by the action of extracellular matrix proteases^22^. Therefore, the abnormal IB4 staining could be a deposit produced by the pathologic angiogenesis-mediated basement membrane mobilization. Interestingly, NPA induction (γ-secretase genetic inhibition) in adult endothelial cells is sufficient to produce identical IB4^+^ VaS in the absence of amyloid pathology. In the human AD brain, (i) BBB disruption has been mapped to Aß-depositing areas that show brain parenchymal accumulation of blood-derived immunoglobulin G and Fibrin^17^, (ii) microhemorrhages are a frequent characteristic of Aß plaques^48^, (iii) Aß plaque-associated vascular ghosts (emanating from blood capillaries) and endothelial debris have been described using several endothelial basement membrane markers^49–53^, and (iv) metalloproteases are induced^18^, suggesting a similar defective angiogenic process. Under this arrested angiogenesis, VEGF may also act as permeabilizing factor, aggravating the phenotype and increasing the IB4^+^ vascular deposit^54^.

Could NPA explain the reduced blood vessel density observed in AD? We postulate that reduction of the lateral inhibition in angiogenic endothelial cells could disassemble Aß plaque-associated blood vessels into non-perfused tip cells^7–10^. However, tip cells were not easily identified in the brain of an AD mouse model, suggesting that these cells with halted differentiation could be being removed. Using genetically labeled endothelial cells, we report that microglia strongly react to endothelial cells in the proximity of Aß plaques and engulf blood vessels producing phagocytic pouches^44^. This microglial reaction is similar to that observed in a mouse model of ischemic cortical stroke, where microglia were attracted by blood serum proteins released into the brain parenchyma and engaged in endothelial cell phagocytosis^55,56^. The disassembly of pre-exiting blood vessels around Aß plaques could be the consequence of microglial activation by Aß itself and/or the dysfunction caused by NPA in endothelial cells. However, γ-secretase genetic inhibition in adult endothelial cells induced a strong phagocytic phenotype in microglial cells in the absence of Aß accumulation, strongly suggesting that NPA induction is sufficient to elicit blood vessels phagocytosis by microglia. Interestingly, the molecular signature of reduced lateral inhibition contains, in addition to angiogenic and tip cell-enriched genes, several inflammatory mediators^34^ that could induce the cross talk with AßAM. Other interesting players could be the astrocytes and the non-microglia brain resident macrophages. Astrocytes produce VEGF around Aß plaques, accumulate in the deposits, and may have a role in the degradation of the vessels, either by themselves or by modulating the phagocytic activity of the microglia. We cannot discard a possible role of other brain resident macrophages, as actually the only marker to discern between them and microglia is TMEM119 (ref. ^57^), which is strongly downregulated in AßAM^58^. However, single-cell sequencing in an AD mouse model suggested a minor role of those cells compared with microglia^58^ and a recent work reported that Aß plaque-associated myeloid cells derive from resident microglia^59^.

Our results demonstrate that, at least in endothelial cells, inhibition of the γ-secretase could play a major role in AD pathology. fAD mutations in *PSEN1* and *PSEN2* reduce γ-secretase activity over NOTCH and APP, but increase the ratio between Aß_1–42_/Aß_1–40_ by reducing γ-cleavage following Aß_1–40_^3,4^. Owing to the importance of the γ-secretase in the APP processing, a lot of effort has been made to understand the consequences of the neuronal loss of γ-secretase activity^60,61^. Interestingly, a reduction of only 50% in *Dll4* dose (heterozygous mice) is sufficient to induce NPA^7–10^, demonstrating the exquisite sensitivity of the angiogenic system to subtle changes in the endothelial NOTCH pathway. Therefore, a vicious cycle can be perpetuating in AD between accumulation of Aß_1–42_, an intermediate γ-secretase reaction product that could inhibit its activity^4^, and reduction of blood local vessel function by NPA, which could decrease the local clearance and further stimulate Aß deposition.

AßAM have a key role in AD progression^62–64^ and others and we have recently shown that AD microglia suffer from hypoxic and metabolic stress that compromise their protective activity^23,65^. Therefore, although Aß plaques might constitute an already late stage in the progression of AD, strategies to reestablish angiogenesis around Aß plaques, including reactivation of the γ-secretase/NOTCH pathway in endothelial cells, might hold therapeutic potential.

## Methods

### Mice

Mice were housed under controlled temperature (22 °C) and humidity conditions in a 12 h light/dark cycle with ad libitum access to food and water. Housing and treatments were performed according to the animal care guidelines of European Community Council (86/60/EEC). Principles of laboratory animal care (NIH publication No. 86-23, revised 1985) were followed, as well as specific Spanish national laws where applicable. The competent Spanish authority approved all the procedures (“Consejería de agricultura, pesca y desarrollo rural. Dirección general de la producción agrícola y ganadera”). Mice showing any alterations at the moment of the allocation (wounds, smaller or bigger body size, etc.) were excluded. B6.Cg-Tg(APPswe,PSEN1Δ9E)85Dbo/J (*APP-PSEN1*; stock number 34832-JAX), *Cp-HIST1H2BB::Venus/+* (Tg(Cp-HIST1H2BB/Venus)47Hadj/J; stock number 020942), and Ai14 Cre-reporter mice (B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J; stock number 007914) mice were obtained from Jackson Laboratories, *APP*_*751*_*SL/*+ mice^66^ (Sanofis) were provided by Transgenic Alliance-IFFA-Credo, *Cdh5-Cre::ERT2/*+^67^ was a generous gift from Prof. Ralf H. Adams and *Psen1*^*Floxed*^ and *Psen2*^*–/–*^ mice were kindly provided by Prof. Jie Shen. Only heterozygous *APP-PSEN1*, *APP*_*751*_*SL*, Ai14, *Cp-HIST1H2BB::Venus*, or *Cdh5-Cre::ERT2* mice were used. Experimental groups were homogeneously distributed by sex and assigned to each treatment without previous observation of the mice by the experimenter. No randomization methods were employed. Mice were euthanized by administration of a lethal dose of anesthesia (sodium thiopental, thiobarbital). To activate Cre::ERT2-mediated recombination, mice were fed for 30 days with a diet containing tamoxifen (400 mg tamoxifen citrate per kg; Envigo). Viral induced *Psen1*^*Floxed*^ Cre-mediated recombination in adult cerebral endothelial cells was achieved by AAV-BR1-Cre^40^ injection in the tail vein (5 × 10^10^ genomic particles per mice). Angiography with Evans Blue was performed as described^35^. Sorafenib was injected at a dose of 30 mg/kg/2 day for 30 days. A summary of all the mice used in this article can be found in Supplementary Data 1.

### Human samples

The use of brain tissue samples was coordinated by the local brain bank (Banco de Tejidos CIEN, Madrid, Spain), following national laws and international ethical and technical guidelines on the use of human samples for biomedical research purposes. In all cases, brain tissue donation, processing, and use for research followed published protocols, which include obtaining informed consent for brain tissue donation from living donors and the approval of the whole donation process by the Ethical Committee of the Banco de Tejidos CIEN (committee approval reference 15-20130110). Hippocampal samples included five samples classified with Braak tau pathology (Braak IV–VI) and five control (Braak 0–I) samples (Supplementary Data 1). For morphological studies, 4% paraformaldehyde fixed samples (24 h) were sectioned (50 µm thickness) on a vibratome and serially collected in PBS and 0.02% sodium azide^33^. A summary of all the human samples used in this article can be found in Supplementary Data 1.

### EAE mouse model

Seven-week-old female C57/BL6 mice were purchased from Charles River Laboratories (Wilmington, MA, USA) and acclimatized for a week in the appropriate environmental conditions at the Animal Facilities of the Instituto Cajal-CSIC prior to carrying out the procedure. To induce EAE, we follow the recommendations of the Spanish Network in Multiple Sclerosis-REEM and the procedure used in Dr. F. de Castro’s group^68^. In brief: mice were anesthetized intraperitoneally with 40 µL of an anesthetic/analgesic mixture containing ketamine and xylazine. An emulsion of Myelin Oligodendrocyte Glycoprotein (MOG_35–55_ peptide, 250 µg in a final volume of 200 µL; GenScript) and complete Freund’s adjuvant (CFA) containing inactivated *Mycobacterium tuberculosis* (4 mg; BD Biosciences) was induced subcutaneously into groin and armpits. Then, Pertussis toxin (400 ng/mouse: Sigma-Aldrich) was intravenously administered in one of the lateral tail veins. This was also repeated 48 h later. Clinical score in animals was evaluated until sacrifice by two independent blind observers as follows: 0 = asymptomatic; 0.5 = paralysis of the distal tail; 1 = loss of muscle tone throughout the tail; 2 = weakness or unilateral partial hindlimb paralysis; 3 = bilateral paralysis of the hind limbs; 4 = tetraplegia; and 5 = death. Three experimental groups were organized: “onset” (clinical score ~0.5), “peak” (clinical score between 2.5 and 3), and “post-peak” (3 days after peak). Animals were sacrificed by intraperitoneal administration of a lethal dose of pentobarbital and they were perfused transcardially with 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB, pH 7.4). The encephala were obtained and post-fixed overnight in PFA 4% and glutaraldehyde 0.025% at room temperature (RT). All procedures were performed in compliance with the ARRIVE Guidelines, in accordance with the Guidelines of the European Union (63/2010/EU, 90/219/EEC, Regulation No. 1946/2003) and following the Spanish regulations (RD 53/2013, BOE 8/2(2013) for the use of laboratory animals. The generation of the EAE murine model of MS at the Instituto Cajal-CSIC has been properly approved by the institutional and regional ethics committees (references 2016/049/CEI3/20160411, CSIC440/2016 and PROEX143/16).

### Double ISH and immunohistochemistry (IHC)

Mice were euthanized and cerebral samples fixed as in ref. ^35^. Tissues were cryoprotected in sucrose 30% in PBS at 4 °C for 24 h and embedded in OCT compound (Tissue-Tek) prior to −80 °C storage. Thirty-micrometer coronal slices were obtained with a cryostat (Leica) and stored at −80 °C until use. RNAscope 2.5 Brown (ACD) protocol was used to detect *Vegfa* (ACD probe 436961 Vegfa01), *Plaur* (ACD probe 48731 Plaur), or *Psen1* (ACD probe 451011 Psen1) mRNAs according to the manufacturer’s instructions for frozen tissue, using a HybEZ oven (ACD). Subsequent immunostaining was performed for microglia (IBA1, 1:200), astrocytes (GFAP, 1:1:500), EC (IB4; 1:50), Thio-S, and nuclear staining (DAPI). After RNAscope 2.5 Brown protocol, slices were incubated for 10 min in PBS–0.3% Triton X-100 (v/v) and washed in PBS. Antibodies were prepared in PBS–0.05% Triton X-100, 2% normal goat serum (Gibco) and used to incubate the samples overnight at 4 °C. After several PBS washes, slices were incubated with anti-rabbit conjugated with Alexa-588 or 647 (Invitrogen, 1:400) for 1 h at room temperature. Several washes with PBS, Thio-S (0.005% in PBS; 8 min), and DAPI (Sigma, 1:1000; 5 min) were the final steps before mounting with Fluoromount-G.

### Immunodetection

Human brain samples: a protocol adapted from ref. ^35^ to human brain samples was used. Briefly, brain sections were incubated in 50 mM NH_4_Cl in PBS for 30 min, then in 50 mM glycine in Tris pH 8 for 5 min at 80 °C with gentle shaking, and finally in CaCl_2_-containing buffer (0.1 mM CaCl_2_; 0.1 mM MgCl_2_; 0.1 mM MnCl_2_ diluted in 0.1 M PBS pH 6.8) and heated for 90 s in a microwave (600 W). Sections were incubated for 72 h at 4 °C in blocking solution (CaCl_2_-containing buffer, 0.05% (v/v) Triton X-100 and 2% (v/v) NGS in 0.1 M PBS) using primary antibody (anti-Iαvß3, Abcam, 1:50), secondary antibody Alexa-568 anti-mouse (Molecular Probes, 1:500), and Thio-S post-staining to visualize Aß plaques and quantify tangle density. Sections were then treated using the standard Eliminator (Merck Millipore) protocol and poststained with DAPI (1:1000). The images were then generated with the NewCAST system (Visiopharm) associated with the microscope BX61 (Olympus). Mouse samples: mice were anesthetized with an overdose of thiobarbital and perfused with an intracardial injection of Evans blue^35^. The brains were dissected and immediately fixed overnight at 4 °C with the fixation solution (4% paraformaldehyde in PBS–0.05% glutaraldehyde). The brains were cryoprotected during 48 h with a solution of 30% sucrose in PBS and embedded in OCT. Blocks were sliced in 40-μm-thick coronal sections using a cryostat (CM 1950, Leica). Tissues showing evident technical alterations (i.e. not properly fixed, stained or cut) were excluded. Immunostaining was performed on free-floating sections according to the Wälchli et al.^35^ protocol. Brain sections were post-fixed in fixation solution and, for antigen unmasking, sections were incubated in 50 mM NH_4_Cl in PBS for 30 min, then in 50 mM glycine in Tris pH 8 for 5 min with gentle shaking at 80 °C, and finally in CaCl_2_-containing buffer (0.1 mM CaCl_2_; 0.1 mM MgCl_2_; 0.1 mM MnCl_2_ diluted in 0.1 M PBS pH 6.8) and heated for 90 s in a microwave (600 W). Sections were incubated for 72 h at 4 °C in blocking solution (CaCl_2_-containing buffer, 0.05% (v/v) Triton X-100, and 2% (v/v) NGS in 0.1 M PBS) using primary antibodies (anti-IBA1, Wako, 1:400; anti-GFAP, Sigma, 1:1000; anti-AQP4 1:5000; anti-TER119, Invitrogen, 1:400; anti-mCherry, EnCor Biotechnology, 1:1000—to visualize tdTomato; and anti-CD68, Bio-Rad, 1:100) or biotinylated IB4 lectin (Sigma, 1:50). For immunofluorescent studies, we used secondary antibodies anti-mouse or anti-rabbit conjugated with Alexa-488, Alexa-568, or Alexa-647 (Molecular Probes, 1:800), and streptavidin conjugated with Alexa-488, Alexa-568, and Alexa-647 (Jackson, 1:500). Microwave heating was excluded when anti-Laminin (Sigma, 1:250) and PDGFR-ß (Invitrogen, 1:200), antibodies were employed. Anti-CD31 (BD Biosciences, 1:500) staining was performed in unfixed sections for 1 h, fixed for 15 min, and the IHC performed as described before. Thio-S (Sigma, 0.005% in PBS) and DAPI (Sigma, 1:1000) were used as counterstains according to the standard procedures. Hypoxia staining was performed in three 14-month-old *APP-PSEN1* mice injected intraperitoneally with 60 mg/kg of Pimonidazole HCl and sacrificed 45 min after injection. Brain was snap frozen in liquid nitrogen, sectioned in a cryostat (20 µm, Leica), and sections were fixed for 10 min in cold acetone. Protein–pimomidazole hypoxic adducts were detected using a polyclonal primary antibody (Hypoxiprobe, 1:50, PAb2627AP) and Aß plaques were counter stained with Thio-S (green). WT mice injected with pimonidazole HCl and *APP-PSEN1* mice without injection were used as negative controls and kidney was used as a positive control.

### Imaging

Unless otherwise stated, all fluorescent images of cortical regions of brain sections from mouse brains were acquired in a confocal microscope (Nikon A1R+) in Z-stack series and colocalization images with DAB were performed by decreasing opacity of the fluorescent images.

### Electron microscopy

For EM-gold labeling, 50 µm vibratome sections from *APP-PSEN1/*+ mice hippocampus (fixed with 4% paraformaldehyde/75 mM lysine/10 mM sodium metaperiodate) were cryoprotected in a 25% sucrose and 10% glycerol solution and then frozen at −80 °C in order to increase IB4-lectin-binding efficiency. Sections were incubated in biotinylated IB4 (Sigma, 1:100), followed by 1.4 nm gold-conjugated streptavidin (Nanoprobes, 1:100). The tissue was then post-fixed in 2% glutaraldehyde and washed in 50 mM sodium citrate. HQ Silver Enhancement Kit (Nanoprobes) was used and gold-toning was performed. Sections were then fixed in osmium tetroxide, block-stained with uranyl acetate, dehydrated in graded acetone, and flat-embedded in Araldite (EMS). Finally, sections were cut in ultrathin sections (70 nm) and examined under a transmission electron microscope (JEOL JEM 1400).

### Image quantification

Human Integrin/Aß plaques study: we have developed a method to quantify, measure, and compare the location of integrins and Aβ plaques in two-dimensional images of hippocampus biopsies. This approach consisted of two steps applied to every biological sample: first, we measured Aβ plaques over the natural biopsies, and second, we fixed the Aβ plaques positions while randomized the integrins locations over the region of interest (ROI). The ROIs were defined by the biological sample contained on the image, excluding artefacts and empty regions. (i) Biopsy measurements: for each integrin marker we have created a geodesic distance image using the ROI, in which this marker position defined the origin of coordinates. Then, we captured the chessboard distance assigned to every pixel position matching with the Aβ plaques markers locations. Thus, we measured the distance from each integrin marker to the closest Aβ plaque and computed its average. (ii) Randomizing integrin markers positions: we carried out a randomization protocol repeated 500 times for each biological sample. We fixed the integrins markers positions and randomized the Aβ plaques ones along the ROI, thus we measured the distances between the markers as described above. (iii) Finally, we compared the minimum distances between integrins and the Aβ plaques obtained in each raw sample and its corresponding 500 randomizations. For statistical analysis, only ten randomized simulations were used. Area^*+*^/cell number density of different markers: all the measurements were performed in the cortices of 8-month-old *APP-PSEN1/*+*, APP*_*751*_*SL/*+, or WT mice, cortices, striata, and hippocampi of *PSEN1*^*Flox/Flox*^*; PSEN2*^*–/–*^ mice. Cortical XY confocal twin images (between 5 and 10 images per mice) containing centered Aß plaques (rigorously scrutinized by Thio-S labeling or blue autofluorescence, when required) and adjacent brain regions without plaques were used. A circumference of 100 µm of diameter was drawn in the center of each Aß plaque imaged and the area occupied by the VaS was also drawn and quantified. Laminin^+^ areas and *Plaur* and *Psen1* mRNA cell^+^ number were manually outlined/counted and quantifications were performed using Fiji (v. 2.0.0). Other markers were measured using a R-based semi-automatic process to hide the name of the samples and obtain the area occupied by every marker using Fiji. Quantification of VaS load in AD mouse models: all the measurements were performed in total cortical area of WT (14-month-old), *APP-PSEN1/*+ (8- and 12-month-old), and *APP*_*751*_*SL/*+ (8-month-old) mice. Quantifications were done in superimages generated with the NewCAST system (Visiopharm) associated with the microscope BX61 (Olympus). VaS load was measured using Fiji. A segmented binary mask was generated and the occupied area by detected particles over a specific constant threshold was quantified. Load was defined as the percentage of total cortical area occupied by VaS. Quantification of VaS and Plaque areas: all the measurements were performed in total cortical area of 8- or 12-month-old *APP-PSEN1/*+ or *APP*_*751*_*SL/*+ mice. Quantifications were done in images generated with the upright BX61 microscope (Olympus; ×40 objective). VaS and Thio-S areas were measured using Fiji. A segmented binary mask was generated and the occupied area by detected particles over a specific constant threshold was quantified.

### Flow cytometry

Mice were anesthetized and transcardially perfused with HBSS (–CaCl_2_/–MgCl_2_) (Gibco) and cortices were dissected and then dissociated using a Tissue Chopper (Vibratome, 800 series). Chemical digestion was then performed with a mix of papain (Worthington) (8 U/mL) and DNAse I (Sigma; 80 Kunitz units/mL) followed by a Percoll gradient (GE Healthcare) at 90% in PBS (v/v). Cells were stained with primary conjugated monoclonal antibodies CD11b-APC (eBioscience) and CD31-PE (BD Bioscience) diluted 1:200 at 4 °C for 30 min. Staining with isotype control-PE and isotype control-APC (eBioscience, 1:200) was used as a negative control. Both control and experimental samples were simultaneously incubated with anti-CD16/CD32 blocker (eBioscience, 1:200). Cells were washed and sorted using a FACS Aria Fusion (Becton Dickinson) flow cytometer and data acquired and analyzed with FACSDiva software 8.0 (Becton Dickinson). Gating strategy and data analysis were done according to the guidelines^69^. Debris and dead cells were discarded by forward and side scatter pattern. FSC-A and FSC-H events distribution was used to gate single cells (Supplementary Fig. 2). Endothelial cells were identified as positive events for CD31 and negative for CD11b. Percentages are relative to total single cells.

### DNA and RNA extraction and quantitative reverse transcriptase (qRT)-PCR and qPCR

#### FACS-isolated endothelial cells and mouse brain samples

RNA was extracted from FACS-isolated endothelial cells using TRIzol reagent (Life Technologies) and DNA from mouse brain areas using DirectPCR (Viagen). RNA samples (full RNA extracted from isolated cells) were treated with PerfeCTa DNase (Quanta Biosciences) and copied to cDNA using qScript cDNA Supermix (Quanta Biosciences). Real-time q(RT)-PCR was performed for all samples in a ViiA 7 Real-Time PCR System (Applied-Biosystems) using Power SYBR-Green PCR Master Mix (Applied-Biosyor iTaq Universal Probes Supermix, Bio-Rad) (Primers: *Cdh5*: 5′-TCTCTGCAACAGACAAGGATGTG-3′, 5′-TGTTGGCGGTGTTGTCATG-3′; *Cd33*: 5′-GAGGCAGGAAGCGATCACAT-3′; 5′-GTGTATGGAACATCCTGGAGTCAC-3′; *Gfap*: 5′-GCCACCAGTAACATGCAAGAGA-3′; 5′-TGCAAACTTAGACCGATACCACTC-3′; *Gstp1*: 5′-ATGCCACCATACACCATTGTC-3′; 5′-GGGAGCTGCCCATACAGAC-3′; *Hmbs*: 5′-CCATACTACCTCCTGGCTTTACTATTG-3′; 5′-GGTTTTCCCGTTTGCAGATG-3′; *Iba1*: 5′-ATCAACAAGCAATTCCTCGATGA-3′; 5′-CAGCATTCGCTTCAAGGACATA-3′; *Psen1*: 5′-TGAGCCAATTCAAGCCAGAGT-3′; 5′-TGTGTGTGGTCTGTGAAGAGT-3′; *Stt*: 5′-ACCGGGAAACAGGAACTGG-3′; 5′-TTGCTGGGTTCGAGTTGGC-3′; *Stnb2*: 5′-AACACCTTGATCTTACGCTGCAA-3′; 5′-GCCTCCCGCTGTACTGGTT-3′).

### Microarray

The RNA quality was analyzed using an Agilent 2100 Bioanalyzer (Agilent). Only samples with RNA integrity number (RIN) higher than 7 were further processed for microarray analysis. RNA was amplified and labeled using the GeneChip WT Pico Reagent Kit (the total RNA isolated was used as the starting material; Affymetrix). The amplified cDNA was quantified, fragmented, and labeled in preparation for hybridization to GeneChip® Mouse Transcriptome 1.0 Array (Affymetrix) using 5.5 μg of single-stranded cDNA product and following protocols outlined in the user manual. Washing, staining (GeneChip® Fluidics Station 450, Affymetrix), and scanning (GeneChip® Scanner 3000, Affymetrix) were performed following the protocols outlined in the user manual for cartridge arrays. Raw data from the extraction software Expression Console (Affymetrix) were imported to the R statistical processing environment (RStudio, Inc.) using the LIMMA/Bioconductor package. Quality of the data was assessed using Array Quality Metrics package. Data were normalized using the Robust Multi-Array (RMA) method and differential expression analysis was done using LIMMA/Bioconductor package. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE97423. 

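The series named here holds arrays of cultured microglia, not of endothelial cells. The Data Availability statement names another series for the endothelial cell arrays, which were not analysed here, and the paper reports no result on cultured microglia kept at low oxygen. The values that follow therefore stand behind none of its conclusions. Microglia, the resident phagocytes of the brain, were grown from newborn CD1 mice, an outbred strain, with 5 pups pooled per culture. The labels number the cultures 3, 4 and 6, and each culture gave 1 array at 21% oxygen (normoxia) and 1 array at 1% oxygen (hypoxia), both after 6 h. There were thus 3 arrays per group, and this number limits the precision of every comparison.
Total RNA was hybridised to one-colour Affymetrix arrays. For the labelling step, the sample labels name the WT terminal labeling kit, and the Methods name the WT Pico kit. The authors deposited log2 intensities normalized by RMA, which corrects background, equalises the distributions of the arrays and summarises the probes of each transcript cluster. The median log2 value was 5.84, 5.90 and 5.88 in the normoxia arrays of cultures 3, 4 and 6, and 5.85, 5.92 and 5.92 in their hypoxia arrays. Of 72688 features per array, 30604 carried a single gene symbol, which left 30142 genes after the brightest feature of each gene was kept. Hypoxia was compared with normoxia by limma, the package that the Methods name, with Benjamini-Hochberg adjustment.
After 6 h at 1% oxygen, genes for prolyl hydroxylases that act on hypoxia-inducible factor (HIF) rose in the microglial cultures. So did genes for the glucose transporter GLUT1 and the lactate transporter MCT4, and the transferrin receptor gene fell. The arrays measured whole cultures, and no measure of the share of other cells was used here. At an adjusted p under 0.05, 63 genes were higher and 5 were lower, all of them in the same direction in the 3 cultures. With the culture as a block, 127 genes were higher, including the same 63, and 35 were lower, including 4 of the same 5. Egln3, a prolyl hydroxylase that marks HIF for degradation, lies on chromosome 12 of GRCm38 from 54178981 to 54203874. Its log2 intensity was 7.69 ± 0.37 (SD, n = 3 cultures) in normoxia and 10.99 ± 0.39 (SD, n = 3) in hypoxia, a log2 fold change of 3.30 (standard error 0.23, adjusted p = 0.00117 from limma). Its paralog Egln1 rose by 1.76 (standard error 0.07, adjusted p = 0.000214 from limma). The mitophagy receptor gene Bnip3 rose by 2.44, and Ankrd37, a HIF target, by 2.02. Slc2a1 encodes the glucose transporter GLUT1 and lies on chromosome 4 from 119108745 to 119137330. It went from 10.32 ± 0.08 to 12.04 ± 0.17 (SD, n = 3 in each group), a log2 fold change of 1.72 with a standard error of 0.10. Slc16a3, which encodes the lactate transporter MCT4, rose by 1.80, and Pfkl, a phosphofructokinase of glycolysis, by 1.45. Gys1, the muscle-type glycogen synthase, rose by 1.86, and Pgm1, a phosphoglucomutase that older annotation names Pgm2, by 1.54. The mitochondrial adenylate kinase Ak4 rose by 2.00, the endoplasmic reticulum oxidase Ero1a by 1.77 and Prelid2 by 1.67. Among these 12 genes, the highest adjusted p from limma was 0.00596, that of Ankrd37.
Of the 5 lower genes, Tfrc encodes the transferrin receptor, through which cells take up iron, and lies on chromosome 16 from 32608896 to 32632794. Its log2 intensity was 8.56 ± 0.05 (SD, n = 3) in normoxia and 7.66 ± 0.08 (SD, n = 3) in hypoxia, a log2 fold change of -0.90 (standard error 0.07, adjusted p = 0.00350 from limma). The mitochondrially encoded complex I gene ND3 had a log2 fold change of -1.49 (standard error 0.21, adjusted p = 0.0426 from limma), and the chromatin remodeller gene Hells one of -0.57 (standard error 0.06, adjusted p = 0.0159 from limma). Leaving out any array other than hypoxia replicate 1 took the call from ND3 (adjusted p 0.101 to 0.189 from limma) and from Hells (0.0788 to 0.109). ND3 also lost its call after median centring (adjusted p 0.114 from limma), quantile normalization (0.0544) and cyclic loess (0.0566). The remaining 2 are the predicted Gm22265 at -1.02 and a small nucleolar RNA named only by a sequence identifier at -0.70. Gm22265 lost its call without normoxia replicates 1 and 3 and hypoxia replicates 2 and 3 (adjusted p 0.101 to 0.136) and after median centring (0.0800). The small nucleolar RNA lost it without any array other than hypoxia replicate 1 (0.130 to 0.208), with the culture as a block (0.0515), and after median centring (0.112), quantile normalization (0.0719) and cyclic loess (0.0783). Fibroblast and pericyte markers were also higher in the hypoxia arrays, with a median log2 fold change of 0.42 over 12 markers. The list had an adjusted p of 0.0177 from camera in limma, with an adjusted p = 0.495 with an estimated correlation, and of 0.147, 0.163 and 0.656 without normoxia replicate 2, normoxia replicate 3 and hypoxia replicate 1. No single marker passed over all genes or over the list alone, and Col1a1 and Col3a1 passed with the culture as a block. In normoxia the marker Acta2 stood at 9.62, 7.54 and 8.16 in cultures 3, 4 and 6, a spread larger than its change of 0.73 in hypoxia. Markers of astrocytes, endothelial cells and oligodendrocyte lineage were shifted upwards as well, with medians of 0.10, 0.11 and 0.09 and adjusted p-values from camera in limma of 0.0203, 0.0208 and 0.0331 (0.429, 0.418 and 0.429 with an estimated correlation, and 0.404, 0.0876 and 0.0562 without hypoxia replicate 1). Each of these lists also lost its call without at least 1 other array, with values of up to 0.257 (normoxia replicate 3), 0.0588 (hypoxia replicate 3) and 0.115 (hypoxia replicate 3) in the same order. None of them passed with array weights (0.169, 0.0883 and 0.0875 from camera). After cyclic loess, which evens out differences that depend on brightness, the medians were 0.06, 0.10 and 0.08. Astrocyte markers then lost their call (0.0993), and the others kept it (0.0429 and 0.0188).

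**Figure D1:**
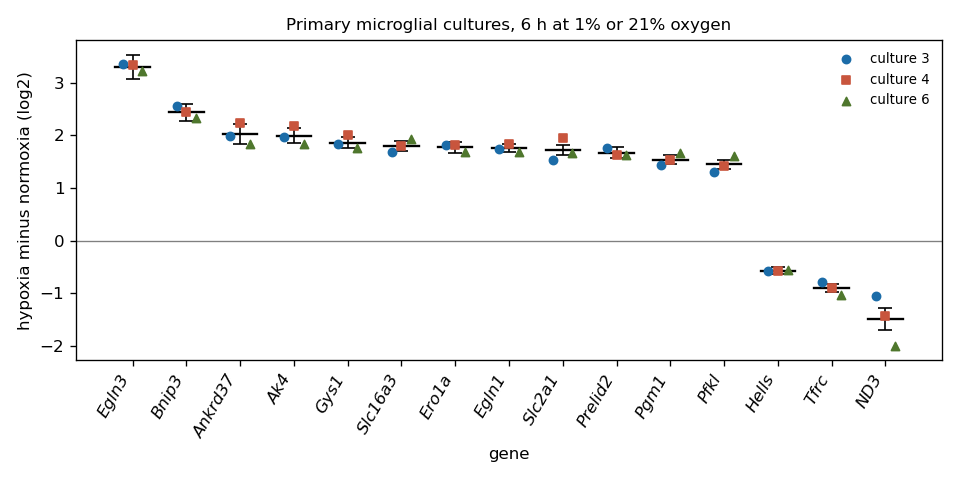
Difference between hypoxia and normoxia in log2 intensity (vertical axis) for the 12 genes with an established symbol that rose the most among those past the threshold and for Hells, Tfrc and ND3 (horizontal axis). Each point is the difference within one culture and the line is the mean of the 3 cultures. The bar is the standard error from the limma fit without the block, which also holds the spread between cultures. The points of Egln3 lie between 3.22 and 3.36, and those of ND3 between -1.99 and -1.04.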

A list of the DE genes in the retina of *Dll4*^*+/–*^ mice^34^ was obtained from their authors. To identify underlying biological processes in endothelial cells from *APP-PSEN1/*+ mouse models, we used GSEA. We analyzed the enrichment of 825 gene sets from the Biological Processes Database C5 version 5.1 and the custom GS Dll4+/–_Up (50 most upregulated genes—FDR *p* < 0.05—in ref. ^34^).

### iDISCO

Brains from WT and *APP-PSEN1*/+ mice were clarified following the iDISCO protocol^70^ with some modifications. Brains were consecutively perfused with PBS-Evans blue and the fixation solution (4% paraformaldehyde in PBS–0.05% glutaraldehyde). Samples were not treated with methanol to preserve IB4 staining, blocked for 3 days at 37 °C, and both the wash solution and the primary antibody solution were prepared using CaCl_2_-containing buffer, to improve the filopodia and endothelial cell staining. The brains were incubated in IB4 (Sigma, 1:50) for 3 days at 37 °C and a Cy3 conjugated streptavidin (Jackson, 1:500) was used for 3 days at 37 °C. In all incubation steps azide 0.02% was included to avoid contamination. For nuclear labeling, immunolabeled samples were incubated with DAPI (1:1000 in PBS–0.2% Tween–20; 10 μg/mL heparin). For brain clarification, samples were incubated overnight in 10 mL of 50% v/v tetrahydrofuran–H_2_O (THF; Sigma), 10 mL of 80% THF–H_2_O for 1 h, twice in 100% THF for 1 h, and then in dichloromethane (Sigma) until samples sank at the bottom of the vial. Finally, samples were incubated in 18 mL of dibenzyl ether (DBE, Sigma) until clear (2 h) and then stored in DBE at room temperature.

### iDISCO imaging and image processing

Three-dimensional (3D) imaging of brain samples was performed with a bidirectional light sheet microscope (Ultramicroscope II, LaVision BioTec), controlled by the ImspectorPro Software (LaVision BioTec), with a stereomicroscope (MVX10, Olympus, Japan) equipped with a ×2 objective (MVPLAPO, Olympus). Images were acquired using a Neo sCMOS camera (Andor, Oxford Instruments) at a magnification of ×0.8, ×1.6, and ×6.3, with the tissue submerged in Ethyl Cinnamate. Cy3 was excited with laser line 561 nm and collected with a BP 620/60 filter. To avoid saturated pixels, laser intensities were set at 4–6%. The numerical aperture of the light sheet was set at 0.078, so the step size was fixed at 2 µm. Imaris software (Bitplane, http://www.bitplane.com/imaris/imaris) was used to generate 3D volume and movie files, using the volume rendering function and the snapshot and animation tools.

### Statistics and reproducibility

All individual measurements constitute independent biological replicates and the experiments were repeated at least three times (for quantifications, the *n* is specified in the figure legends). Samples with an *n* < 9 were analyzed using parametric tests. Samples with an *n* ≥ 9 were evaluated for normal distribution using the D’Agostino and Pearson’s omnibus normality test. Comparisons between two groups were performed with two-sided unpaired Student’s *t*-test, whereas comparisons between more than two groups were done with ANOVA with Tukey’s test. Data not adjusting to a normal distribution were analyzed using non-parametric test (Kruskal–Wallis test followed by Dunn’s multiple comparison test). Data expressed as mean ± SEM; *p* ≤ 0.05 were considered statistically significant. Statistical analyses and graphs were performed in GraphPad Prism version 6.0 (GraphPad Inc.).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Reporting Summary

## Data Availability

The raw data of endothelial cells microarray are available at the Gene Expression Omnibus under accession code GSE121729. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Non-productive angiogenesis disassembles Aß plaque-associated blood vessels
**Source:** Nat Commun. 2021 May 25;12:3098. doi: 10.1038/s41467-021-23337-z
**Supplement:** Supplementary file 1 — Supplementary Information

Non-productive angiogenesis disassembles A β plaque-associated blood vessels

Maria I. Alvarez-Vergara, Alicia E. Rosales-Nieves, Rosana March-Diaz, Guiomar Rodriguez-Perinan, Nieves Lara-Urena, Clara Ortega-de San Luis, Manuel A. Sanchez-Garcia, Miguel Martin-Bornez, Pedro Gómez-Gálvez, Pablo Vicente-Munuera, Beatriz Fernandez-Gomez, Miguel A. Marchena, Andrea S. Bullones-Bolanos, Jose C. Davila, Rocio Gonzalez-Martinez, Jose L. Trillo-Contreras, Ana C. Sanchez-Hidalgo, Raquel del Toro, Francisco G. Scholl, Eloisa Herrera, Martin Trepel, Jakob Körbelin, Luis M. Escudero, Javier Villadiego, Miriam Echevarria, Fernando de Castro, Antonia Gutierrez, Alberto Rabano, Javier Vitorica, and Alberto Pascual

Supplementary Information

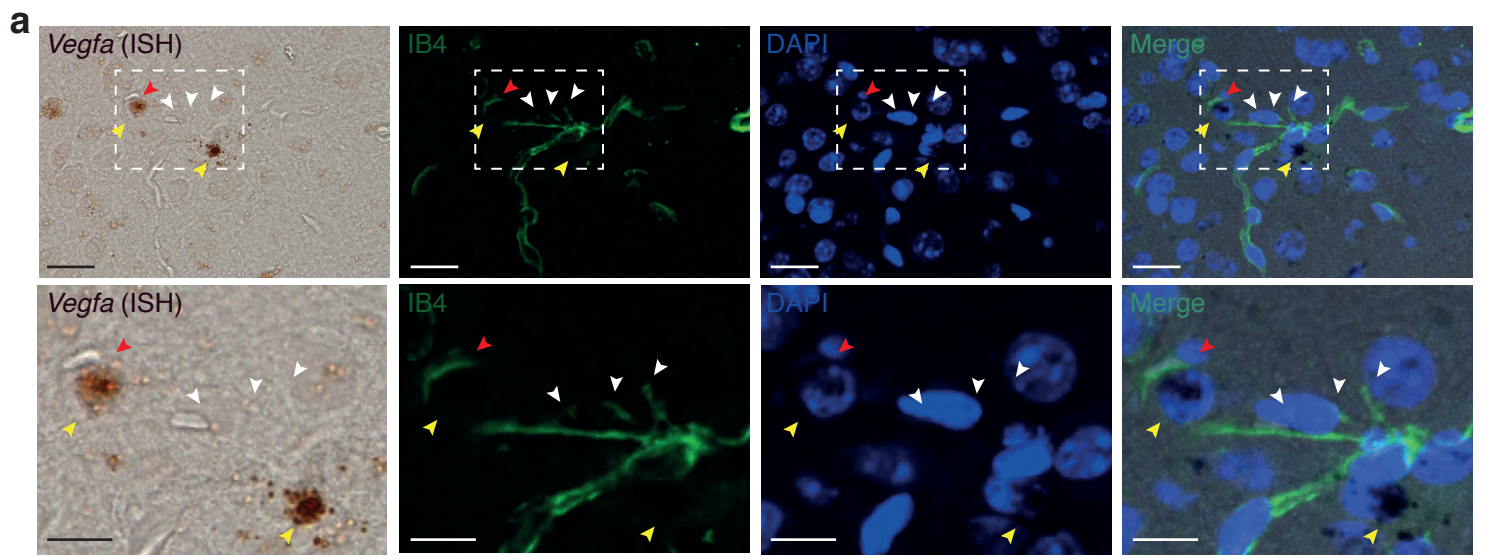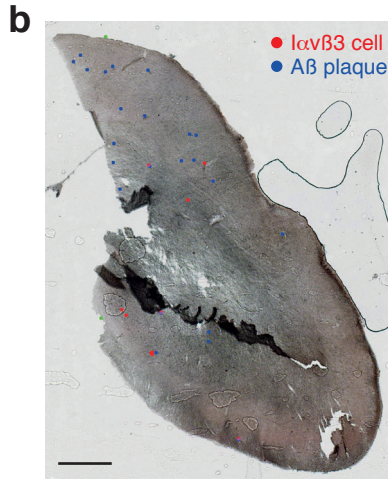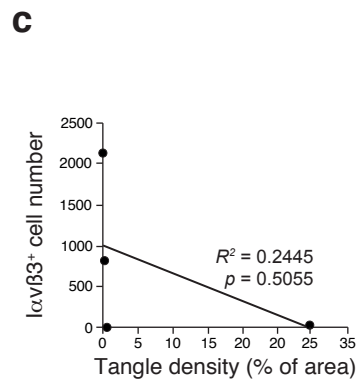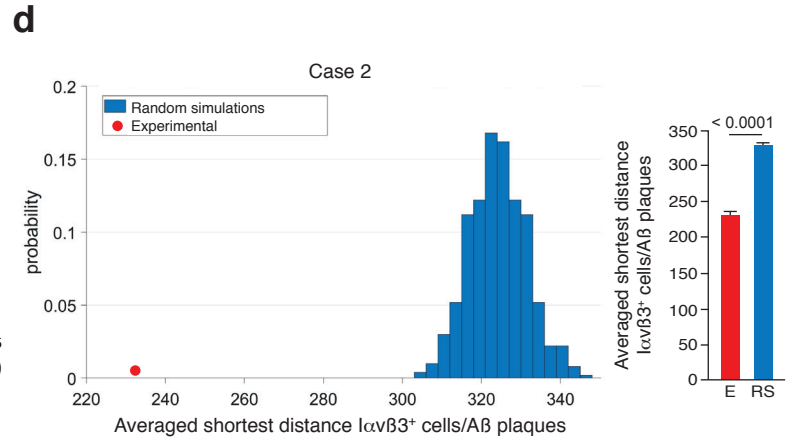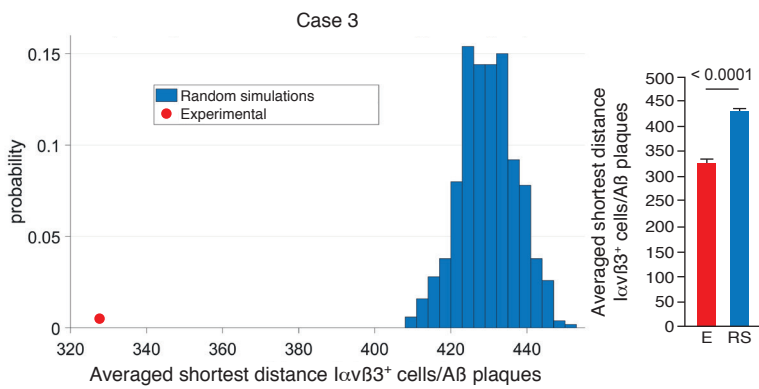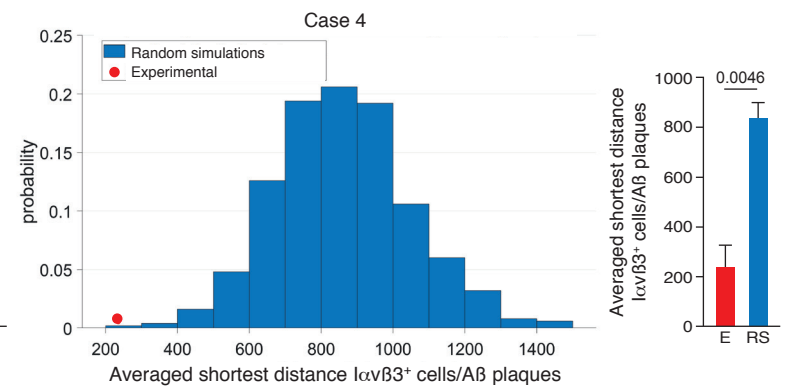

Supplementary Figure 1 | Angiogenesis is associated with A β plaques in

AD. a Cortical confocal projection from 8-month-old *APP-PSEN1*^{+/+} mice stained with *Vegfa* (ISH; brown), and endothelial (IB4; green) and nuclear (DAPI; blue) markers. Insets in the lower row show the dashed white rectangles depicted in the upper row. Yellow arrowheads point to cells with high *Vegfa* expression and white arrowheads indicate extruding filopodia from blood vessels. Scale bar = 20 μ m in low and 10 μ m in high magnification images. **b** A human hippocampal brain slice where the position of Integrin α v β 3⁺ – α v β 3[–] cells (red dots) and A β plaques (blue dots) are indicated. Scale bar = 1 mm. Green dots were used as landmarks. **c** Absence of correlation between α v β 3⁺ cells and the Thio-S positive tangle load. Spearman *r* correlation. **d** Upper and Lower rows: Left graph, representation of the probability of the averaged shortest distance between α v β 3⁺ cells and A β plaques in 500 random simulations (RS, blue bars) where A β plaques position was fixed and the α v β 3⁺ cells location was randomized. Red dots represent the experimental measurement. Right graph, quantification of the shortest distance between α v β 3⁺ cells and A β plaques in an experimental (E) and in the first 10 random simulations (RS). Geodesic distances between α v β 3⁺ cells and nearest A β plaques are presented as mean $\pm$ S.E.M. *n* are individual distances. Case 2: *n* = 825 (E) and 8250 (RS) α v β 3⁺ cells and 178 A β plaques; Case 3: *n* = 2132 (E) and 21320 (RS) α v β 3⁺ cells and 356 A β plaques; Case 4: *n* = 10 (E) and 100 (RS) α v β 3⁺ cells and 23 A β plaques. Student's *t*-test.

a

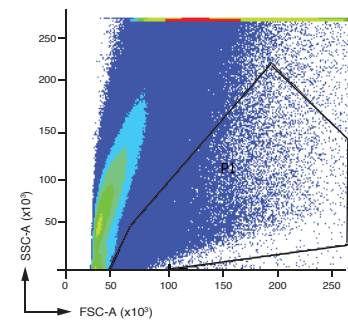

b

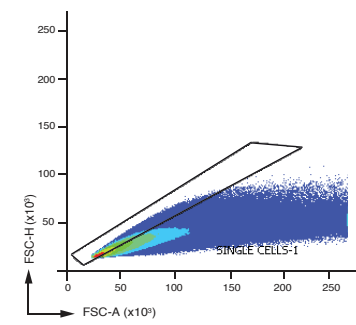

c

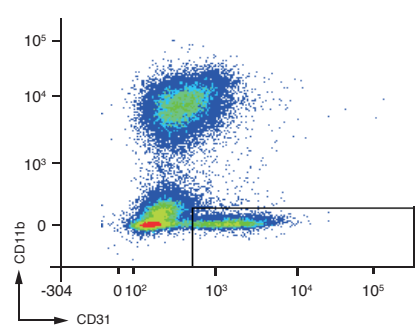

d

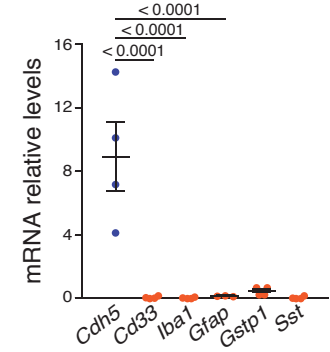

Supplementary Figure 2 | Gating strategy to isolate endothelial cells from adult mice. a–c Fluorescence-activated cell sorting was performed according to guidelines⁶⁹ in contour density plots for isolation of endothelial cells in Fig. 3b, c. **a** Debris and dead cells were discarded by forward (FSC) and side (SSC) scatters dispersion of events. **b** Singlets of events were selected according to FSC height (FSC-H) versus area (FSC-A). **c** Endothelial cells were isolated using fluorescence-activated cell sorting from 18-month-old *APP-PSEN1/+* and wild-type mice using CD31 as a positive and CD11b as a negative marker. Every dot represents an event and isolated cells are those contained in the black rectangle. **d** *Cdh5* (vascular cadherin 5), *Cd33* and *Iba1* (microglia), *Gfap* (astrocytes), *Gstp1* (oligodendrocytes), and *Stt* (neuronal) mRNA levels were determined in isolated endothelial cells using qRT-PCR. *Hmbs* was used as housekeeping control (Mean $\pm$ SEM; $n = 4$ mice; ANOVA, post hoc Tukey's test).

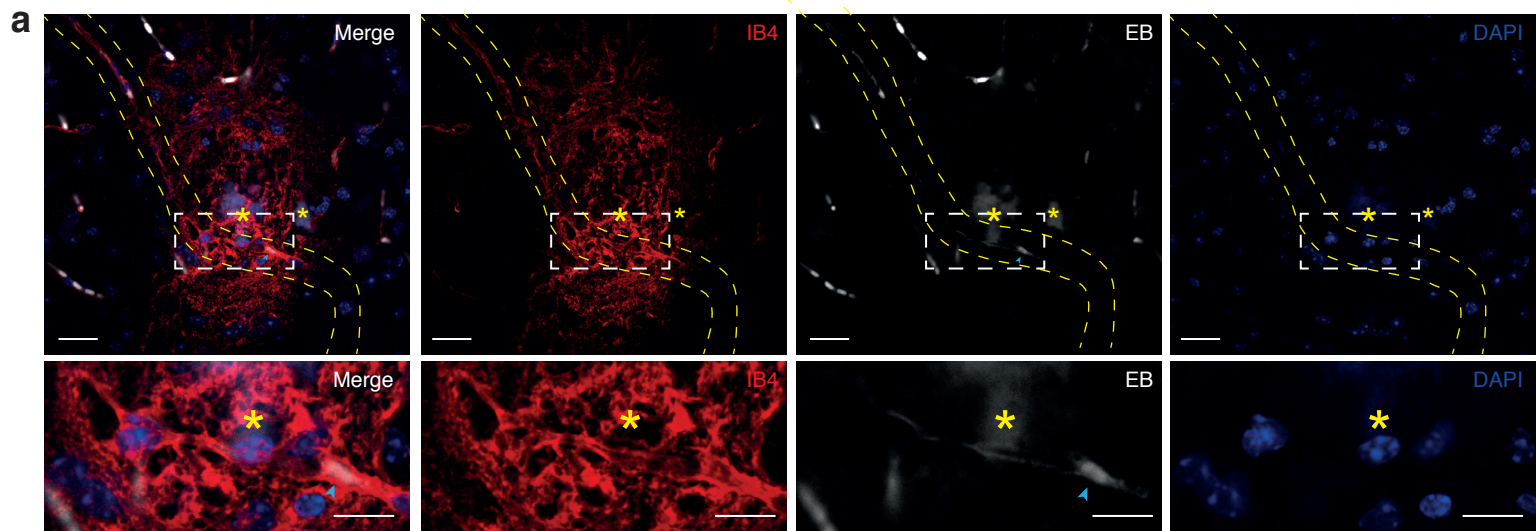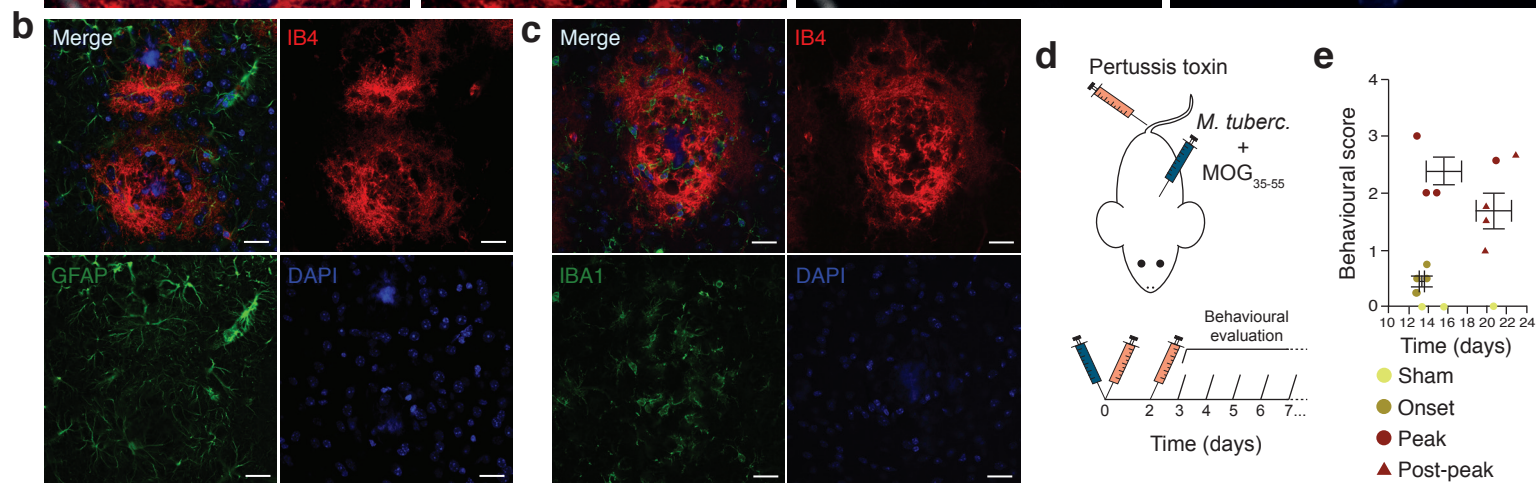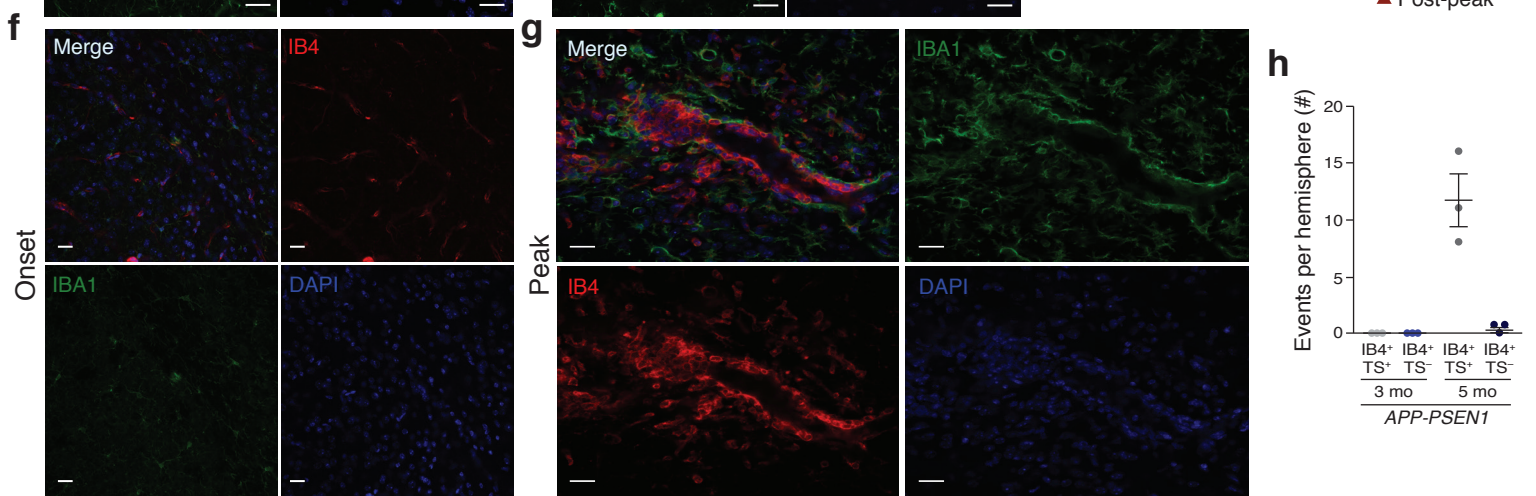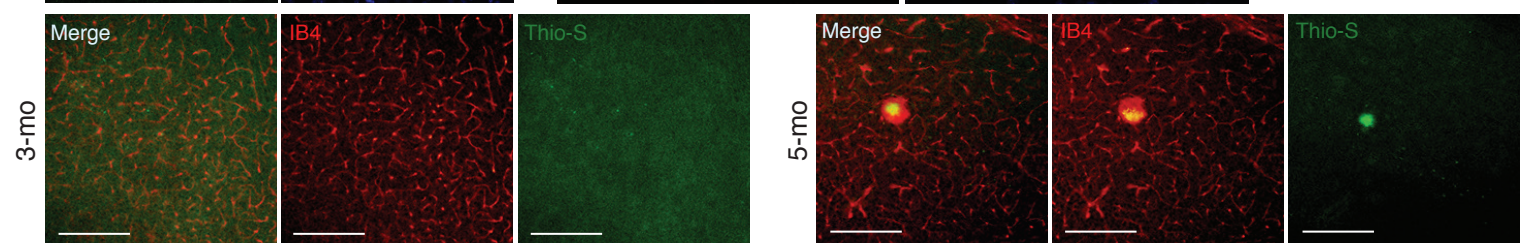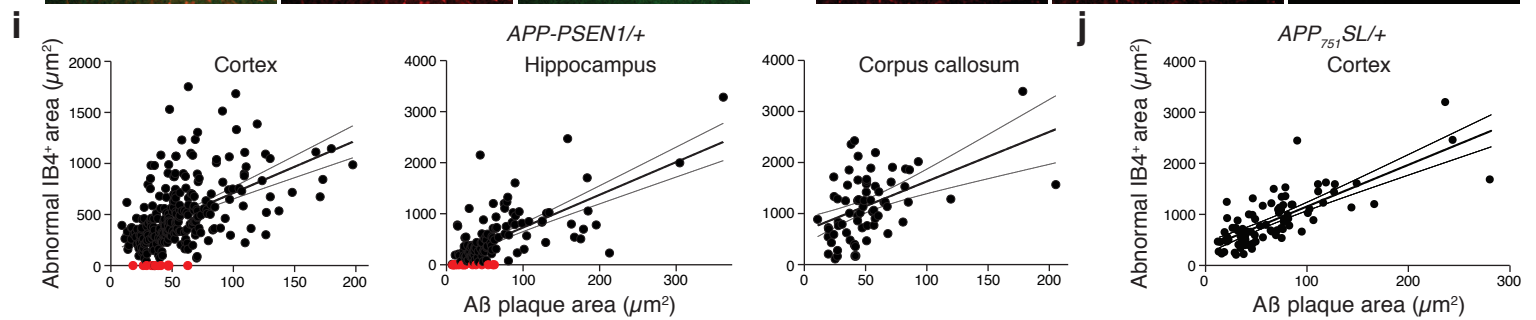

Supplementary Figure 3 | IB4⁺ vascular abnormalities. **a** Cortical confocal projection from 8-month-old *APP-PSEN1*/+ mice injected with Evans Blue (EB, white) and stained with EC (IB4; red) and nuclear (DAPI; blue) markers. Yellow asterisks indicate A β plaques. Lower row images show the rectangles depicted in the upper row images. Dashed yellow lines indicate a blood vessel and blue arrowheads point to a perfused (EB⁺) vessel. Scale bars = 20 μ m in low and 10 μ m in high magnification images. **b–c** Absence of colocalization between vascular abnormalities and astrocytes (GFAP⁺, **b**) or microglia (IBA1⁺, **c**). Scale bars (**b**, **c**) = 20 μ m. **d** Schematic representation of the experimental autoimmune encephalomyelitis (EAE) mouse model. MOG_{35–55}: Myelin Oligodendrocyte Glycoprotein, amino acids 30 to 55. *M. tuberc.*: *Mycobacterium tuberculosis*. **e** Behavioral score and the temporal data classified samples as onset, peak, and post-peak. Mean $\pm$ SEM. **f–g** Cortical confocal images at disease onset (**f**) and peak (**g**) stained with endothelial (IB4; red), microglial (IBA1, green), and nuclear (DAPI; blue) markers. Scale bar = 20 μ m. **h** Upper row: Quantification of the number of events. TS: Thio-S; mo: -month-old. Mean $\pm$ SEM. *n* = 3 mice. Lower row: Images of cortical coronal brain slice from 3- (left panels row) and 5- (right panels) mo *APP*₇₅₁*SL*/+ mice stained with endothelial (IB4; red), A β (Thioflavin-S; Thio-S; green), and nuclear (DAPI; blue) markers. Scale bar = 200 μ m. Right graph, quantification of the number of vascular abnormalities (IB4⁺) and A β plaques (Thioflavin-S – TS⁺). **i**, **j** Fit of A β (Thio-S) plaque *versus* abnormal IB4⁺ areas from 8- and 12-mo (**i**, *APP-PSEN1*/+) and 8-mo (**j**, *APP*₇₅₁*SL*/+) coronal brain sections stained as in Fig. 3e–i. Thick lines represent the fit and the thin lines the 95% confidence interval. Red points indicate plaques without associated abnormal IB4⁺ areas. *APP-PSEN1*/+: Cortex: *n* = 263 plaques from 5 mice. *r*² =

0.2487; $y = 5.193x + 197.3$. Hippocampus: $n = 125$ plaques from 5 mice. $r^2 =$
0.4672; $y = 6.411x + 89.35$. Corpus callosum: $n = 69$ plaques from 5 mice. $r^2 =$
0.2415; $y = 9.7x + 660.7$. *APP₇₅₁SL/+*: Cortex: $n = 90$ plaques from 6 different
mice. $r^2 = 0.5943$; $y = 4.107x + 360.1$. Spearman r with $p < 0.0001$ in all
correlations.

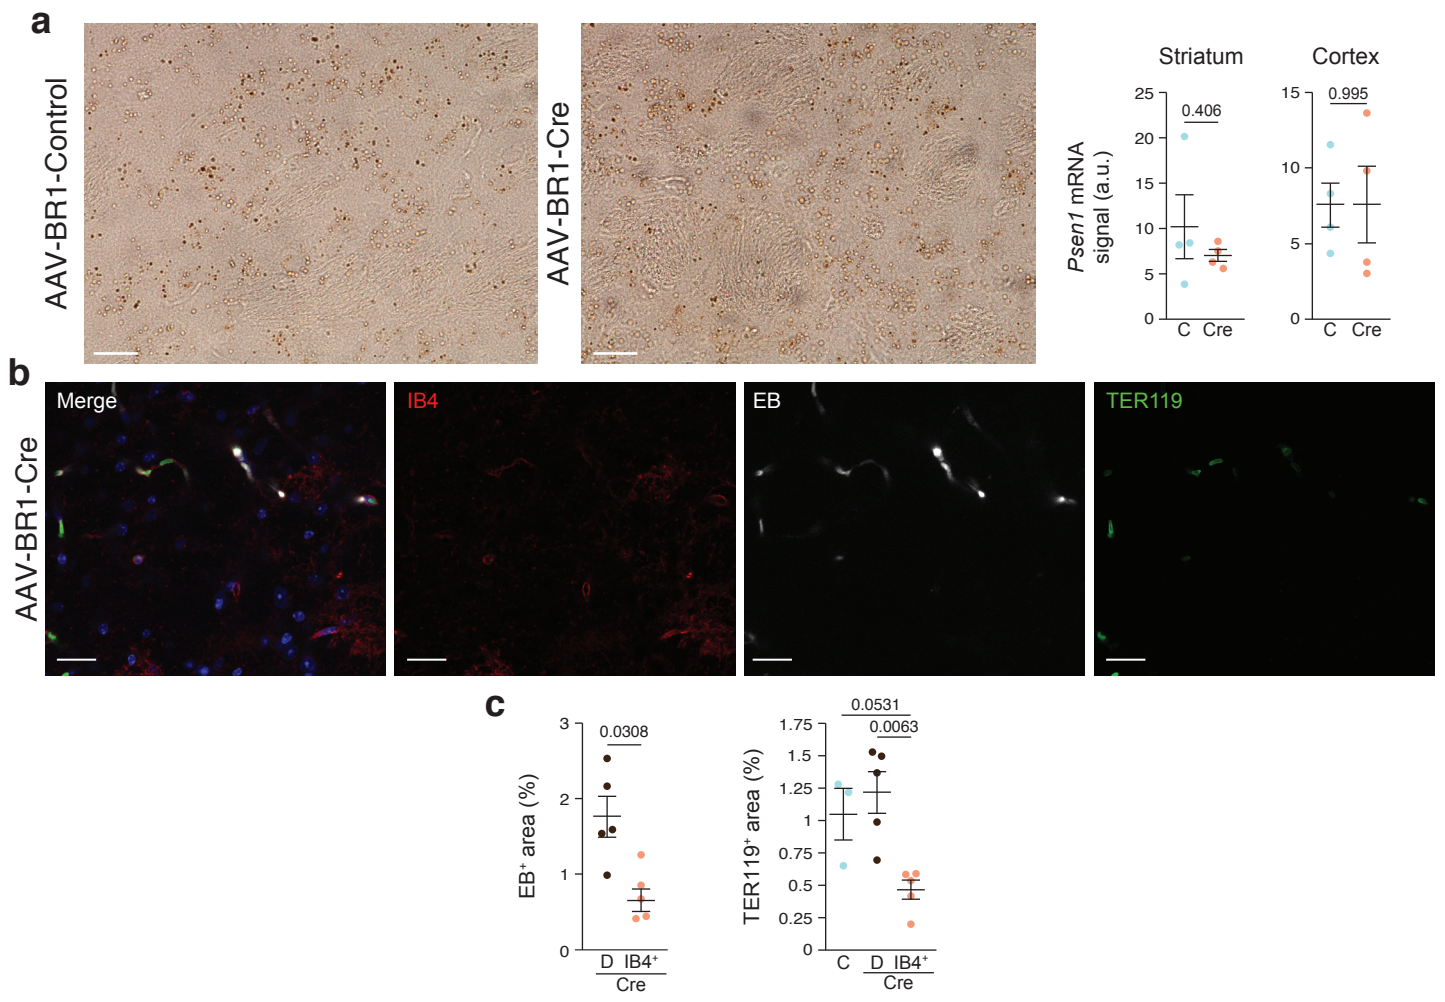

Supplementary Figure 4 | Reduced perfusion in abnormal IB4⁺ areas produced by adult inhibition of endothelial γ -secretase activity. **a** Striatal confocal XY images from *Psen1*^{loxP/loxP}; *Psen2*^{-/-} mice were injected with cerebral endothelium-specific adeno-associated control (AAV-BR1-Control; C) or Cre recombinase-expressing (AAV-BR1-Cre; Cre) viruses and stained with endothelial (IB4; red) and *Psen1* (*in situ hybridization*, ISH; brown) markers. Scale bar = 20 μ m. Quantification of endothelial *Psen1*⁺ signal in the striatum (left graph) and the cortex (right graph) of C (light blue dots) and Cre (orange dots) mice (a.u.: arbitrary units). Mean $\pm$ SEM. *n* = 4 mice; Student's *t*-test. **b** Hippocampal slices from C and Cre mice perfused with Evans blue (EB; white) and stained with endothelial (IB4; red), red cells (TER119; green), and nuclear (DAPI; blue) markers. Scale bar = 40 μ m. **c** Quantification of: left graph, percentage of area occupied by EB⁺ area in distal vessels (D, brown dots) and in VaS (orange dots) from Cre mice. Mean $\pm$ SEM. *n* = 5; Student's *t*-test. Right graph: Percentage of area occupied by TER119⁺ area in hippocampus from C and Cre (in distal –D– vessels and in VaS) mice. Mean $\pm$ SEM. *n* = 3 (C) and 5 (Cre) mice; ANOVA, post hoc Tukey's test.

a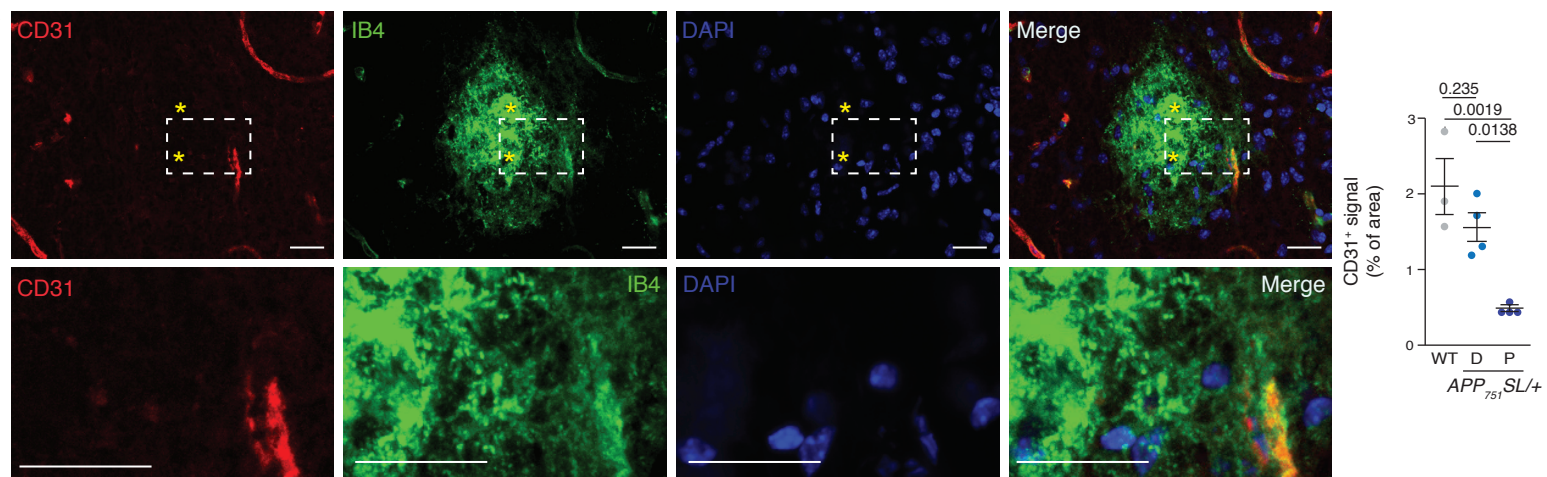**b**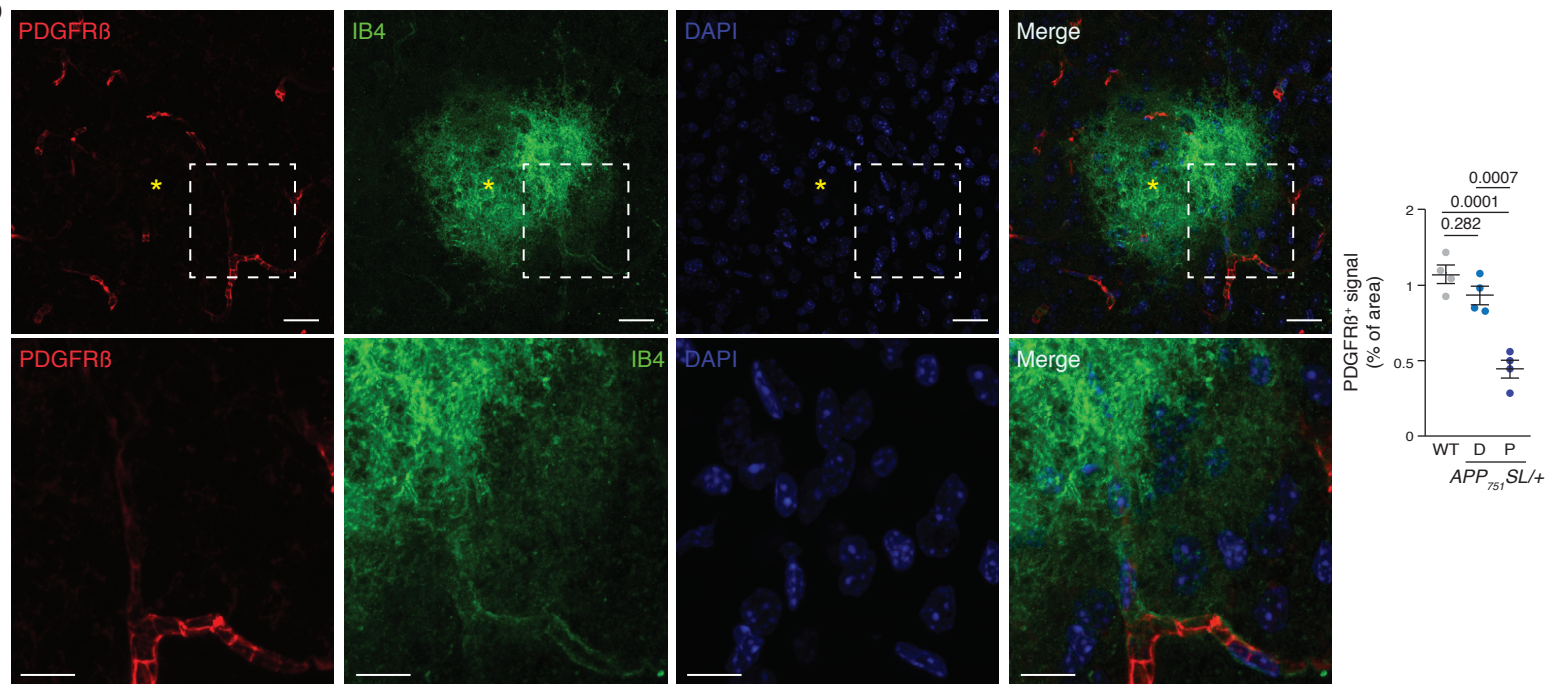

Supplementary Figure 5 | Vessel loss proximal to A β plaques. a, b Cortical confocal projection of coronal brain slices from 8-month-old *APP-PSEN1*^{+/+} mice stained with (a) endothelial (CD31; red and IB4; green) and nuclear (DAPI; blue) markers or with (b) pericyte (PDGFR β ; red), endothelial (IB4; green), and nuclear (DAPI; blue) markers. A β plaques are indicated with yellow asterisks. Lower images are high magnification of dashed white rectangles. Scale bar = 20 μ m. Right graphs are the quantification of the percentage of CD31⁺ (a) or PDGFR β ⁺ (b) signal distal (D; light blue dots) and proximal (P; blue dots) to A β plaques. Mean $\pm$ SEM. *n* = 4 (*APP*₇₅₁*SL*^{+/+}) mice; ANOVA, post hoc Tukey's test.

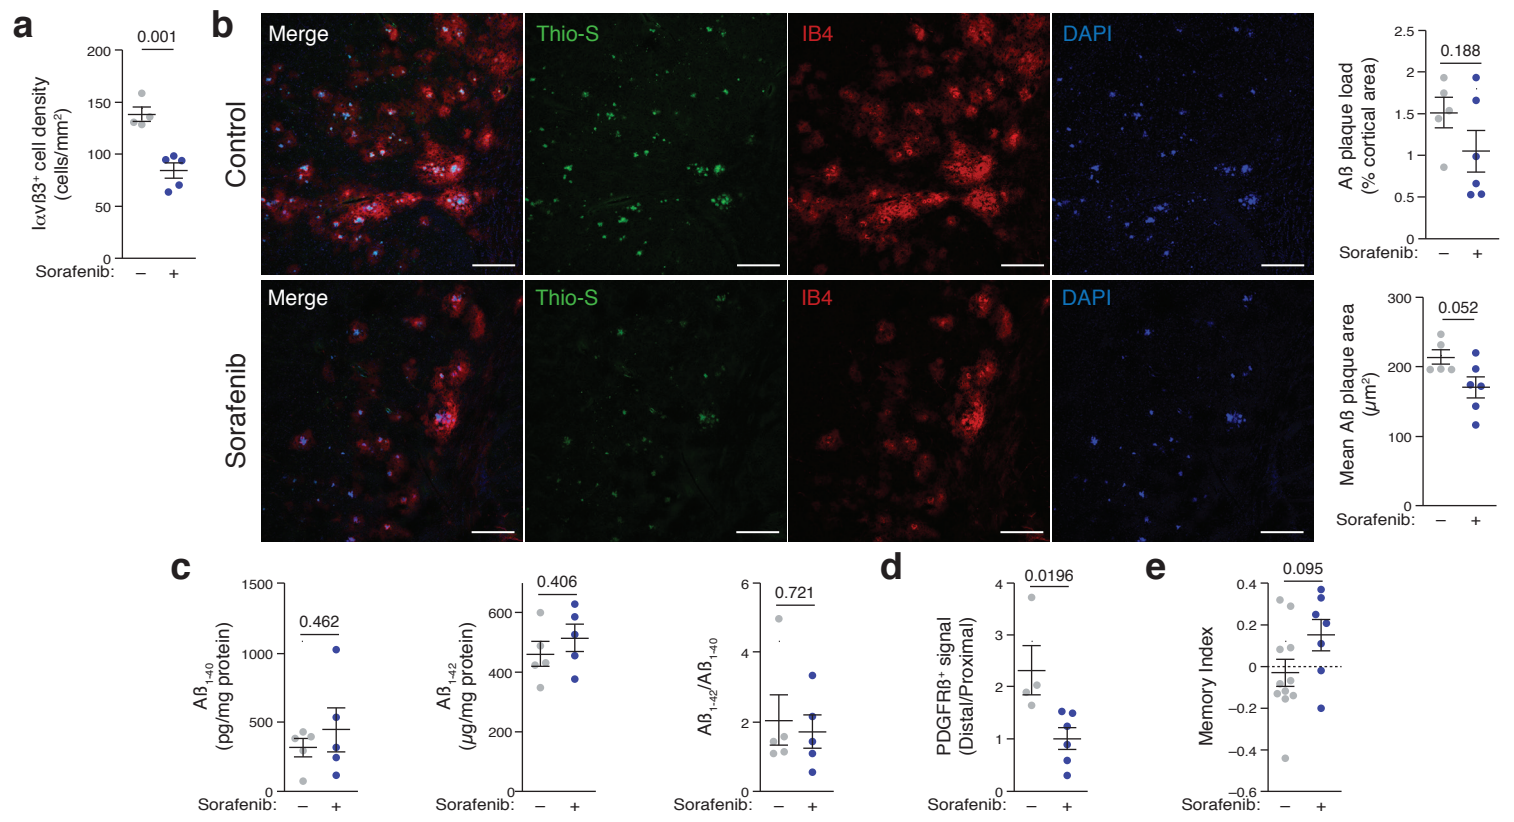

Supplementary Figure 6 | Inhibition of angiogenesis in an AD mouse model.

a–f 7-month-old *APP₇₅₁SL/+* mice were treated with vehicle (–) or Sorafenib (+) for one month (30 mg/kg/2 day for 30 days). **a** Quantification of the $\alpha\text{v}\beta 3^+$ cell density in Control (–; gray bar) and Sorafenib (+; blue bar) -treated mice. Mean $\pm$ S.E.M. $n = 4$ (–) or 5 (+) mice; Student's *t*-test. **b** Cortical slices stained with A β (Thioflavin-S, Thio-S; green), endothelial/VaS (IB4; red), and nuclear (DAPI; blue) markers. Scale bar = 200 μm . Right graphs: Quantification of the A β plaque load (upper graph) and mean A β plaque area (lower graph). Mean $\pm$ S.E.M. $n = 5$ (–) or 6 (+) mice; Student's *t*-test. **c** A β_{1-40} (left graph), A β_{1-42} (centre graph), and A β_{1-42} /A β_{1-40} ratio (right graph) determined by ELISA. Mean $\pm$ S.E.M. $n = 5$ (–) or 6 (+) mice; Student's *t*-test. **d** Quantification of the ration between PDGFR β^+ area distal and proximal to A β plaques. Mean $\pm$ SEM. $n = 4$ (–) or $n = 5$ (+) mice; Student's *t*-test. **e** Short-term memory index in the novel object recognition test. Mean $\pm$ SEM. $n = 11$ (–) or $n = 7$ (+) mice; Student's *t*-test.

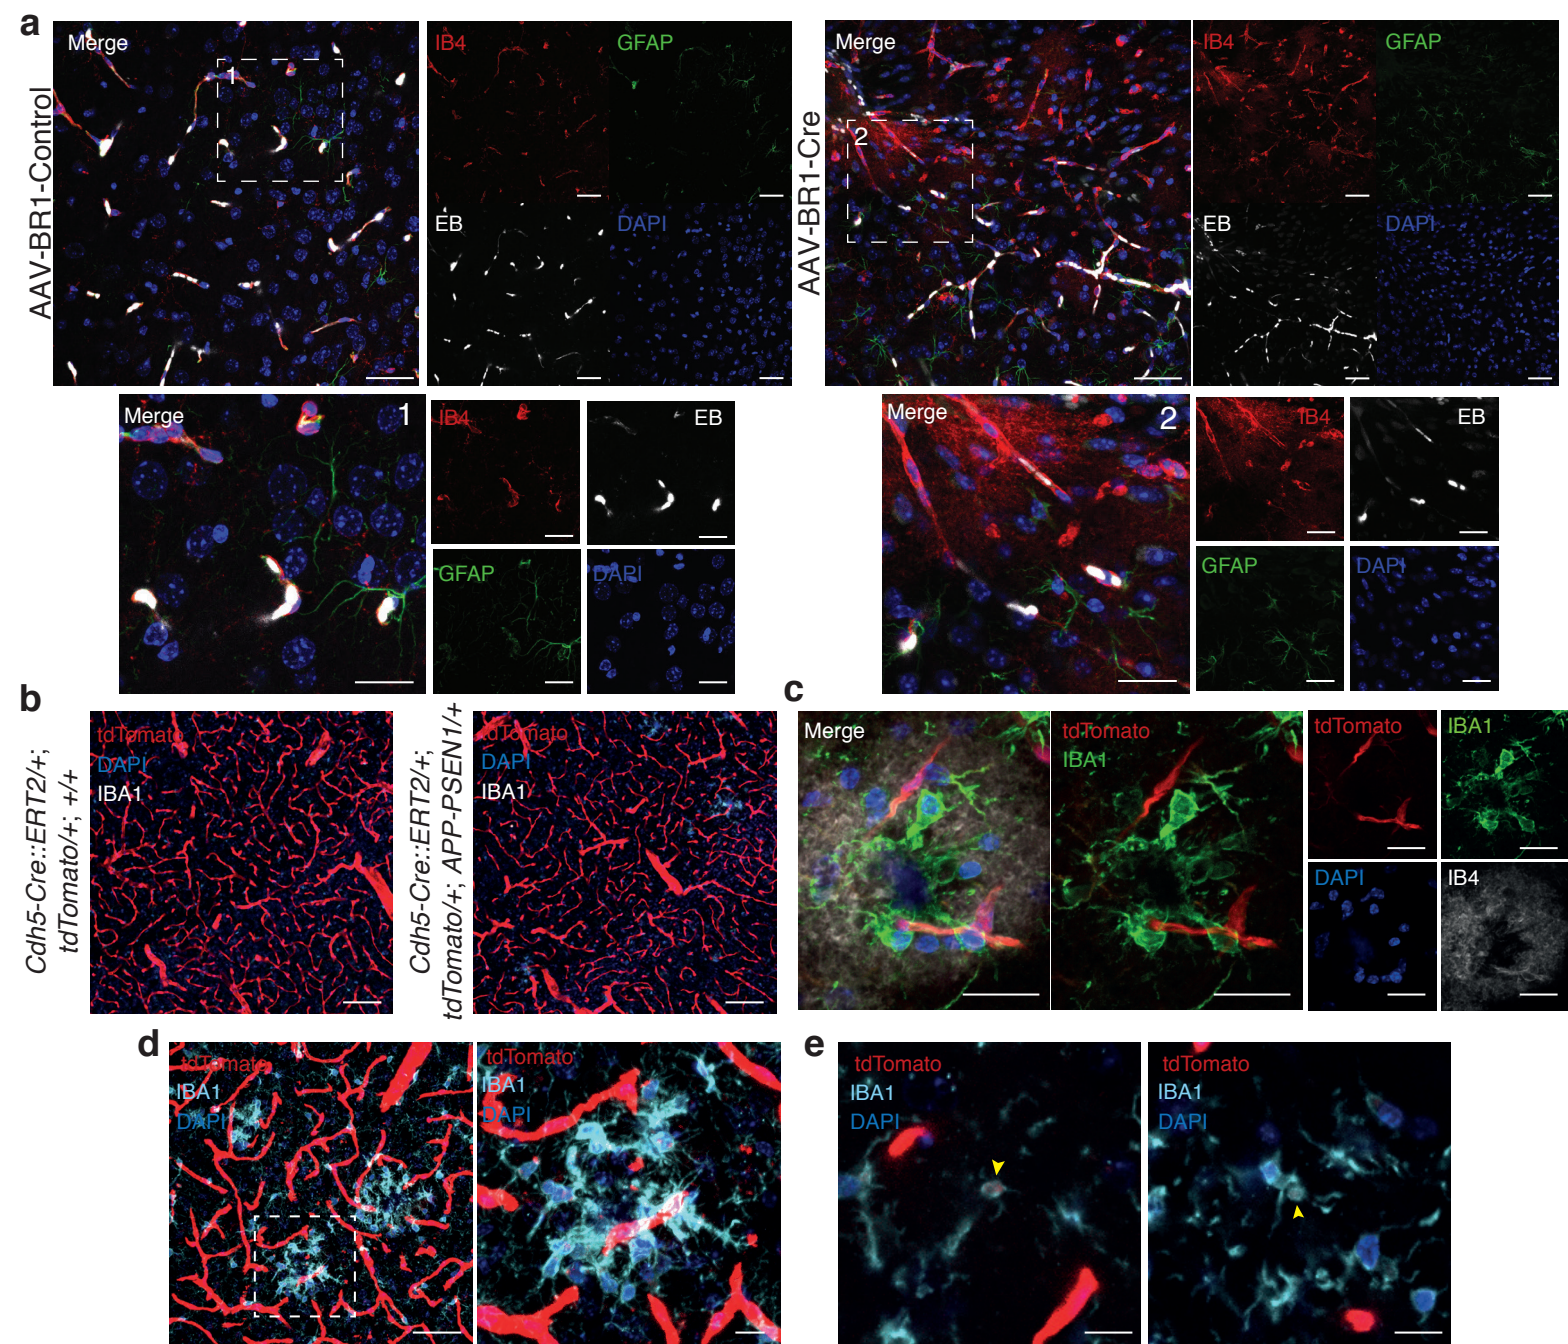

Supplementary Figure 7 | Astrocytes and microglial cells in VaS. **a**

Astrocytes in a mouse model of adult inhibition of endothelial γ -secretase activity.

Striatal confocal projections of coronal brain slices *Psen1*^{loxP/loxP}; *Psen2*^{-/-} mice injected with AAV-BR1-Control (left) or AAV-BR1-Cre (right), and, two months later, perfused with Evans blue (EB; white) and stained with endothelial (IB4; red), astrocytic (GFAP; green), and nuclear (DAPI; blue) markers. Lower rows are high magnification of the dashed white rectangles depicted in the upper row. Scale bar = respectively 40 μ m and 20 μ m in low and high magnification images. **b–e**

Microglial-blood vessel interaction proximal to A β plaques. **b** Confocal images of coronal brain slices from 8-month-old *Cdh5-Cre::ERT2*^{+/+}; *R26-LSL-tdTomato*^{+/+}; *+/+* (left panel) and *Cdh5-Cre::ERT2*^{+/+}; *R26-LSL-tdTomato*^{+/+}; *APP-PSEN1*^{+/+} (**b**, right panel–**e**) tamoxifen-treated mice and stained with a tdTomato antibody (**c**) or direct tdTomato fluorescence (**b**, **d**, **e**; red) and with microglial (IBA1; cyan in **b**, **d**, **e**; green in **c**), endothelial (IB4; white in **c**), and nuclear (DAPI; blue) markers. Right images show the dashed white rectangles depicted in the left image in (**d**). **e** Microglial pouches containing tdTomato⁺ material are indicated with yellow arrowheads Scale bar = 100 μ m in **b**; 20 μ m in **c** and **e**; 50 μ m and 10 μ m in respectively low and high magnification images in **d**.

# Supplementary material for: Non-productive angiogenesis disassembles Aß plaque-associated blood vessels
**Source:** Nat Commun. 2021 May 25;12:3098. doi: 10.1038/s41467-021-23337-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: A description of the main characteristics of the samples used per experiment.

File Name: Supplementary Data 2

Description: Differentially expressed genes between *APP-PSEN1/+* and WT endothelial cells.

File Name: Supplementary Data 3

Description: Gene set enrichment analysis (GSEA) between *APP-PSEN1/+* and WT endothelial cells.

File Name: Supplementary Movie 1

Description: iDisco analysis of an *APP-PSEN1/+* brain stained with the vascular/VaS marker IB4.

File Name: Supplementary Movie 2

Description: Z-stack of the confocal projection presented in Figure 6a.

File Name: Supplementary Movie 3

Description: 3D reconstruction of the confocal projection presented in Figure 6a.

File Name: Supplementary Movie 4

Description: 3D reconstruction of the confocal projection presented in Figure 6c.

File Name: Supplementary Movie 5

Description: 3D reconstruction of a confocal projection similar to the one presented in Figure 6c.

File Name: Supplementary Movie 6

Description: 3D reconstruction of the confocal projection presented in SFigure 7d.

File Name: Supplementary Movie 7

Description: 3D reconstruction of a confocal projection similar to the one presented in Figure 6c.

File Name: Supplementary Movie 8

Description: 3D reconstruction of the confocal projection presented in Figure 6d.

File Name: Supplementary Movie 9

Description: 3D reconstruction of a confocal projection similar to the one presented in Figure 6d.

File Name: Supplementary Movie 10

Description: Z-stack of a confocal projection similar to the one presented in Figure 6d.

How the deposited data were processed for this re-analysis (not part of the article)

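Gene expression was measured in primary microglial cultures from newborn CD1 mice after 6 h at 21% oxygen (normoxia) or 1% oxygen (hypoxia). There were 3 cultures of 5 pooled pups, each with 1 array per condition, so 6 arrays in all. Conditions, replicates and cultures were taken from the sample labels. The paper's Methods cite this series, its Data Availability statement cites another one for endothelial cells, and no conclusion of the paper rests on cultured microglia. The endothelial cell arrays were not analysed here.

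The deposited values are log2 intensities that the authors normalized by RMA (background correction, quantile normalization and summarisation of the probes of each transcript cluster). The submitters' processing notes name Affymetrix Expression Console, RMA, limma and the genome build mm10, which is GRCm38, without tool versions. The Methods keep samples with an RNA integrity number above 7, and filters on probes or genes are not given in the sources used here. The values were used as deposited. Array medians lay between 5.84 and 5.92. Arrays of one group correlated with each other at 0.987 to 0.993 over all 72688 features, and 0 arrays held identical values. Signal over background could not be assessed, since no background value was used here, and the number of arrays limits the precision.

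Of 72688 features, 6732 with a numeric identifier were set aside and 65956 were transcript clusters. In the annotation table of the array, 30604 features had 1 gene symbol, 2146 had several and 39938 were not listed. Only features with 1 symbol were named, and 827 symbols were updated through their gene identifier in the GRCm38 annotation. Where a gene had more than 1 feature (355 genes), the one with the highest mean over all arrays was kept, which gave 30142 genes. Of 29747 genes whose chromosome could be compared, 57 had a feature on another chromosome than the annotated gene, among them the feature kept for Pgk1, whose 2 features had log2 fold changes of 0.55 and 0.58. Ak4 and its pseudogene Ak3l2-ps were both higher, and shared probes were not excluded. Mitochondrially encoded genes were matched by explicit names after a first match through synonyms had assigned one of them to a nuclear gene, and this was corrected after values had been seen. Of 10 such genes on the list, 4 had a feature of their own (ND2, COX1, COX2 and ND6).

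Differential expression was tested with lmFit and eBayes in limma 3.58.1 under R 4.3.3, hypoxia minus normoxia, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. All adjusted p-values in the text come from limma. The main comparison had no block, since the Methods name none. The labels give each culture 1 array per condition, so the arrays pair by culture. The deviations of paired arrays from their group means correlated at 0.57, 0.40 and 0.22, against -0.50 to 0.14 between arrays of different cultures, and counts and selected values with the culture as a block are given beside those without it. Without the block, the p-values of genes rest on the spread between these 3 cultures within each condition. With the block, they rest on the spread of the difference within cultures. The p-values of gene lists compare the genes of a list with the other genes and do not measure the spread between cultures.

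There were 28 gene lists, tested with camera in limma at a preset correlation of 0.01 between genes and adjusted over the lists. The same test with a correlation estimated from the residuals is given beside it. Of the lists, 26 were written from general knowledge (HIF target genes, glycolysis and glucose uptake, the TCA cycle and oxidative phosphorylation, cholesterol synthesis, interferon-stimulated genes, inflammatory mediators, homeostatic and disease-associated microglia genes, phagocytosis and lysosome, cell cycle, unfolded protein and amino acid stress response, immediate early genes, angiogenic factors and pericellular proteolysis, the NOTCH pathway and gamma-secretase, HIF pathway regulators, 2-oxoglutarate-dependent demethylases, autophagy and mitophagy, iron and heme handling, mitochondrially encoded genes, ribosomal proteins, and markers of astrocytes, endothelial cells, oligodendrocyte lineage, neurons, fibroblasts and pericytes, and other myeloid cells). The other 2 count in the adjustment and in the number of lists, and are not reported here. Some genes stand on more than 1 list (Egln1, Egln3, Bnip3, Kdm3a, Vegfa and Adm among them). The lists, the tests and most alternatives were fixed before the data were examined, with the paper's tables already readable.

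The text names, in each direction, the 12 genes with the largest log2 fold change among those past the threshold. Only genes that changed the same way in the 3 cultures were taken. Left out by symbol were predicted or unnamed transcripts, small RNAs with standard names such as microRNAs, and olfactory and vomeronasal receptor genes. The others are called genes with an established symbol. The text also names the 3 largest changes per list among members past the threshold, or the 2 largest where none passed. The genes that the paper names are given as well. With 5 or more genes past the threshold in a direction, this rule used the fit without the block. That reading of the rule was settled after values had been seen, so that Nop58, Gtpbp4 and the other genes named as changed only with the block were chosen after their values were seen, as were Gm22265 and further members of lists named as examples.

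The alternatives were the culture as a block, a trended robust prior, array weights, genes of low intensity left out (mean log2 value not above 6.50), median centring, quantile normalization applied again, averaging of a gene's features, all transcript clusters, unadjusted p-values, the t-test that the paper's statistics section names, and each array left out in turn. Cyclic loess between the arrays, alone and with the culture as a block, was added after the data had been seen. On simulated data with the arrays' own means and spread for 30142 genes, the test recovered 36 of 67 genes changed by 0.5 on the log2 scale (53.7%), 56 of 67 changed by 1 (83.6%) and 65 of 66 changed by 2 (98.5%), with 12 false calls, and called 0 genes where none was changed. Genes and arrays were simulated independently. The pairing by culture, correlation between genes and the dependence on brightness were therefore absent, and these rates need not hold for the real arrays. The plot was drawn with matplotlib.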

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

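Each result in this part comes from cultured microglia at low oxygen, which the paper does not report on. The tests after cyclic loess and the intensity limit for markers were chosen only after the results were seen, and the test over other splits of the arrays was not.

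At an adjusted p under 0.05, 63 genes were higher and 5 lower. At an unadjusted p under 0.05 from limma there were 1290 higher and 1842 lower genes, and 2319 and 2794 with the culture as a block. Without any change, a share of about 0.05 of the 30142 genes would pass unadjusted. The brightest of 4 equal groups of genes also had a median log2 fold change of -0.07. The larger number of lower genes therefore cannot be told apart from a dependence on brightness. With the block 127 genes were higher and 35 lower, of which 63 and 4 were also called without it. Of the others, 60 higher and 8 lower genes had an established symbol. Most genes lower only with the block were thus left out by their symbols. The 60 include Ndrg1 (log2 fold change 1.71), Plod2 (1.31) and Pdk1 (1.19). They also include the collagen genes Col12a1 (0.71), Col3a1 (0.64) and Col1a1 (0.55), of which Col3a1 and Col1a1 are on the list of fibroblast and pericyte markers. Of 30 HIF target genes, 14 rose and 0 fell (26 higher when adjusted over the list alone, 21 over all genes with the culture as a block). Besides the prolyl hydroxylase genes, Bnip3 and Ankrd37, they include Bhlhe40 (log2 fold change 1.25), Fam162a (1.32) and Hilpda (0.94), which encodes a lipid droplet protein. The median log2 fold change of the list was 0.88, and 29 of its 30 members were above 0, the exception being Car9 (-0.04). The adjusted p of the list was 2.66e-39 from camera, and the adjusted p = 0.0604 with an estimated correlation. Of 18 genes of glycolysis and glucose uptake, 11 rose and 0 fell (15 adjusted over the list alone, and 13 over all genes with the culture as a block, which adds Pdk1 and Pfkp), with a median of 0.72. They include Hk2 (1.02), Tpi1 (1.10), Pgk1 (0.55) and Ldha (0.77), while Aldoa (0.50, adjusted p = 0.0673) and Gapdh (0.16, adjusted p = 0.487) did not pass, and Pfkfb3, which makes an activator of phosphofructokinase, rose by 0.97. The adjusted p of this list was 2.24e-31, and the adjusted p = 0.0508 with an estimated correlation.

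Of 18 demethylases that use 2-oxoglutarate and oxygen, 4 rose and 0 fell (6 adjusted over the list alone). These were the histone demethylase genes Kdm5b (0.95, standard error 0.08, adjusted p = 0.00447 from limma), Kdm3a (0.86) and Kdm4b (0.64), and the RNA demethylase gene Alkbh5 (0.71). The adjusted p of the list was 5.38e-05, with an adjusted p = 0.243 with an estimated correlation, and it was 0.0537 without hypoxia replicate 1. Of 13 HIF pathway regulators, 2 rose, Egln1 and Egln3 (3 adjusted over the list alone), and Hif1a itself had a log2 fold change of -0.24 (adjusted p = 0.543). The adjusted p of that list was 0.00526, with an adjusted p = 0.243 with an estimated correlation and of 0.148 without hypoxia replicate 1.

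Of 17 immediate early genes, 1 rose, Ier3, by 1.18 (adjusted p = 0.0401, and 1 adjusted over the list alone). Its adjusted p was between 0.0923 and 0.196 without normoxia replicate 3 or any 1 hypoxia array, and 0.114 after median centring. The list had a median of 0.12 and an adjusted p of 0.00562, with an adjusted p = 0.243 with an estimated correlation and of 0.0562 without hypoxia replicate 1. Of 16 genes of autophagy and mitophagy, 1 rose, Bnip3 (3 adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.194). Of 17 genes of iron and heme handling, 1 changed, the lower Tfrc (1 adjusted over the list alone). That list had a median of -0.02 and an adjusted p of 0.0385, with an adjusted p = 0.255 with an estimated correlation. It was 0.0875 with array weights, 0.394 with genes of low intensity left out and 0.838 after quantile normalization, and the direction turned after cyclic loess (0.755). It was 0.138 without normoxia replicate 3, 0.0576 without hypoxia replicate 1 and 0.110 without hypoxia replicate 3.

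The real split of the 6 arrays gave 68 genes, and the highest of the other splits gave 0. There are 10 splits, of which 1, the real one, gave as many, and 10 are too few for a share under 0.05. Among the 4 splits that part all 3 cultures, the highest of the others also gave 0. Each left-out array lowered the count of higher genes, to 38, 39 and 29 without normoxia replicates 1, 2 and 3 and to 40, 34 and 27 without hypoxia replicates 1, 2 and 3. The count of lower genes was 1, 2 and 1 without the normoxia replicates in that order, and 16, 1 and 1 without the hypoxia replicates. The fit with array weights gave hypoxia replicate 1 the lowest weight, 0.372.

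Markers of fibroblasts and pericytes were higher in hypoxia in all 12 cases, with an adjusted p of 0.0177 and an adjusted p = 0.495 with an estimated correlation, 2.90e-08 with the culture as a block, and 0.147, 0.163 and 0.656 without normoxia replicate 2, normoxia replicate 3 and hypoxia replicate 1. Over all genes, the shift that depended on brightness was small, with medians of 0.06 to -0.07 in 4 groups of genes from dim to bright. Cyclic loess could therefore hardly move the list's median of 0.42, and its outcome adds little. After it the median was 0.49 (standard error over members 0.08), with an adjusted p of 1.42e-09 from camera with the block. The standard error treats the markers as independent, though their estimated correlation was 0.56. The small size of the brightness shift argues against it as the whole cause. A lower share of microglia would raise the markers of all other cell types present. Among markers above the limit of low intensity, the median after cyclic loess was 0.56 (standard error 0.06, 10 markers) for fibroblasts and pericytes. It was 0.217 (0.059, 7 of 12) for endothelial cells and 0.069 (0.042, 7 of 10) for oligodendrocyte lineage. Astrocyte and neuron markers, with 6 of 13 and 4 of 12 above the limit, were not counted. These values cannot decide for or against a lower share, since the limit does not show that a cell type was present. A lower microglial share, more fibroblast-like cells in the hypoxia arrays, or a change within such cells may each remain as hypotheses. All 7 of the endothelial and all 7 of the oligodendrocyte markers above the limit were above 0.

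Transcripts of the mitochondrial genome were lower in hypoxia for 29 of 30 transcript clusters, with a median of -0.53, and for 9 of 9 clusters that hold a protein-coding gene. On the list of such genes the adjusted p was 5.38e-05, with an adjusted p = 0.243 with an estimated correlation, and 0 of 4 genes passed over all genes (3 lower adjusted over the list alone). ND2 (-0.92, adjusted p = 0.0996) passed with the culture as a block (0.0476) and without hypoxia replicate 1 (0.0258), and ND3 kept its size but not its call after median centring (-1.52, standard error 0.24, adjusted p = 0.114), quantile normalization (-1.38, 0.19, 0.0544) and cyclic loess (-1.38, 0.19, 0.0566). Brightness was high for ND3 and ND2 (12.37 and 12.40 in normoxia). The brightest of 4 equal groups of genes had a median of only -0.07. After cyclic loess the median of the clusters was -0.50 (standard error 0.10, with clusters taken as independent), and 29 of 30 were still lower. These values argue against brightness as the whole cause. A lower level of mitochondrial transcripts after 6 h of hypoxia is one hypothesis, and a difference in RNA recovery between the conditions was not tested.

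Besides these lists, 8 reported lists passed the test with no changed member, and with an estimated correlation none of them did (adjusted p 0.321 to 0.649). The difference between the arrays depended on brightness, with a median log2 fold change of 0.06, 0.06, 0.03 and -0.07 in 4 equal groups of genes from dim to bright. Brightness as the whole cause is argued against for NOTCH (median after cyclic loess 0.121, standard error over members 0.016), cell cycle (-0.074, 0.034), endothelial (0.096, 0.048) and oligodendrocyte markers (0.078, 0.029). These lists all passed after the correction at the preset correlation. Angiogenic factors passed as well (0.149, 0.096, from 0.152 before), but for them the question cannot be settled. The required distance from 0 in standard errors was lowered after the values were seen. That change moved the readings of angiogenic factors, the TCA cycle and phagocytosis. The standard errors also treat list members as independent. For the TCA cycle, phagocytosis and astrocyte markers brightness and hypoxia cannot be told apart, since their calls ended without a median at 0. It went from -0.10 (standard error 0.018) to -0.038 (0.017) for the TCA cycle, from -0.060 (0.025) to 0.058 (0.023) for phagocytosis, and from 0.10 (0.021) to 0.058 (0.021) for astrocyte markers (adjusted p = 0.411, 0.227 and 0.0993, and 0.293, 0.0719 and 0.0290 with the block).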

How the results depend on the processing

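Both variants of cyclic loess were chosen after the data were seen, and the other settings were planned. All lists not named under a setting kept their direction and their side of the threshold under it, and apart from brightness for some lists the causes were not tested. The lists of HIF target genes and of glycolysis kept direction and call under every setting other than the estimated correlation. Depth in the sense of signal over background was not assessed.

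The 63 higher genes became 61 with a trended robust prior, 60 with genes of low intensity left out, 48 after median centring, 68 after quantile normalization, 63 with averaged features, 69 over all transcript clusters and 66 after cyclic loess. With the culture as a block there were 127, with array weights 114, with loess and the block 107, at an unadjusted p under 0.05 there were 1290, and by the t-test of the paper's statistics section 6. Lower genes numbered 5 at first and 35 with the block, 29 with array weights, 2 after median centring, 3 after quantile normalization, 3 after loess, 17 with loess and the block, 1842 unadjusted and 1 by that t-test. Leaving out 1 array gave 27 to 40 higher and 1 to 16 lower genes.

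With an estimated correlation, the adjusted p was 0.0604 for HIF target genes, 0.0508 for glycolysis, 0.418 for the TCA cycle, 0.429 for phagocytosis, 0.649 for cell cycle, 0.243 for immediate early genes, 0.321 for angiogenic factors, 0.429 for NOTCH, 0.243 for HIF regulators, demethylases and mitochondrially encoded genes, 0.255 for iron, 0.429 for astrocyte and oligodendrocyte markers, 0.418 for endothelial markers and 0.495 for fibroblasts and pericytes, so that no list kept its call. With the culture as a block, interferon-stimulated genes passed (0.00280), and no other list changed its call. The named genes that passed with the block and not without it include Adm, Vegfa, Ccl2 and ND2, and the transcript with a sequence identifier lost its call (0.0515).

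With array weights, interferon-stimulated genes (0.000746) and inflammatory mediators (0.0400) passed. Phagocytosis (0.0875), cell cycle (0.514), HIF regulators (0.0883), iron (0.0875), astrocyte (0.169), endothelial (0.0883), oligodendrocyte (0.0875) and fibroblast markers (0.146) did not, and the unfolded protein list turned its direction (0.494). With genes of low intensity left out, cholesterol synthesis and inflammatory mediators (0.842 each) and homeostatic genes (0.594) turned, phagocytosis (0.250), cell cycle (0.156), iron (0.394) and oligodendrocyte markers (0.0610) lost their call, and autophagy passed (0.0427). After quantile normalization, interferon-stimulated genes and inflammatory mediators (0.764 each), homeostatic (0.274) and disease-associated genes (0.717) and phagocytosis (0.495) turned, the TCA cycle (0.581), cell cycle (0.0614), iron (0.838) and astrocyte markers (0.0770) lost their call, and autophagy passed (0.00548). After cyclic loess, interferon-stimulated genes (0.755), inflammatory mediators (0.749), homeostatic (0.227) and disease-associated genes (0.216), phagocytosis (0.227) and iron (0.755) turned, the TCA cycle (0.411) and astrocyte markers (0.0993) lost their call, and autophagy passed (0.00518). With loess and the block, inflammatory mediators (0.798), homeostatic (0.322) and disease-associated genes (0.125), phagocytosis (0.0719) and iron (0.804) turned, the TCA cycle (0.293) lost its call, and autophagy passed (0.00448).

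Without 1 array, the adjusted p ranged from 0.0760 to 0.886 for cholesterol synthesis, 3.87e-05 to 0.801 for interferon-stimulated genes, 0.00855 to 0.924 for inflammatory mediators, 0.298 to 0.985 for homeostatic genes, 0.0366 to 0.684 for disease-associated genes, 0.00106 to 0.275 for phagocytosis, 9.23e-05 to 0.998 for cell cycle, 0.143 to 0.886 for the unfolded protein list, 0.00113 to 0.0562 for immediate early genes, 5.57e-06 to 0.144 for angiogenic factors, 0.0253 to 0.0537 for NOTCH, 0.000177 to 0.148 for HIF regulators, 3.31e-07 to 0.0537 for demethylases, 0.0258 to 0.138 for iron, 0.000535 to 0.404 for astrocyte, 0.00751 to 0.0876 for endothelial, 0.0300 to 0.115 for oligodendrocyte, 2.48e-08 to 0.656 for fibroblast and 0.130 to 0.924 for other myeloid markers.

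Among genes that passed under no setting, the log2 fold change turned with array weights for Gfap (-0.046), Kdr (-0.088), Cd33 (-0.023), Cd68 (0.035), Gstp1 (0.28) and Mki67 (0.12), after median centring for Cd33 (-0.00059), after quantile normalization for App (0.073) and Cd68 (0.034), and after loess, with and without the block, for App (0.043) and Cd68 (0.064). Without 1 array it ranged from -0.035 to 0.35 for Plaur, -0.19 to 0.40 for Gfap, -0.11 to 0.20 for Kdr, -0.0056 to 0.10 for Tmem119, -0.064 to 0.13 for Itgam, -0.042 to 0.086 for Cd33, -0.15 to 0.0043 for Cd68, -0.38 to 0.25 for Gstp1, -0.53 to 0.075 for Mki67 and -0.70 to 0.21 for Cxcl10.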

Other observations

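The test on homeostatic microglia genes was planned before the data were examined, and the values after cyclic loess were added after they were seen.

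The lists of angiogenic factors with pericellular proteolysis and of the NOTCH pathway with gamma-secretase were followed in these cultures. Of 24 angiogenic factors and genes of pericellular proteolysis, 0 passed over all genes and 2 were higher when adjusted over the list alone, Adm and Vegfa, both also with the culture as a block. The paper found mRNA of the growth factor Vegfa near plaques in mouse brain mainly in astrocytes and rarely in microglia. In these cultures Vegfa had a log2 fold change of 1.22 (standard error 0.18, adjusted p = 0.0598, and 0.00897 with the block), higher in 3 of 3 cultures. It also passed without normoxia replicate 1 (0.0143). Adm, the vasodilator peptide adrenomedullin, had one of 1.86 (standard error 0.36, adjusted p = 0.175, 0.0313 with the block, and 0.00288 without normoxia replicate 1). The list had a median of 0.15 and an adjusted p of 0.00687, with an adjusted p = 0.321 with an estimated correlation and of 0.144 without hypoxia replicate 1. Plaur, the tip cell marker that the paper followed in endothelial cells, had a log2 fold change of 0.15 (standard error 0.18, adjusted p = 0.770), and it was negative without hypoxia replicate 2 (-0.035). Of 28 genes of the NOTCH pathway and gamma-secretase, 0 passed over all genes or over the list alone, with a median of 0.08, an adjusted p of 0.0225 and an adjusted p = 0.429 with an estimated correlation. It was 0.0519, 0.0537 and 0.0532 without normoxia replicate 2, hypoxia replicate 1 and hypoxia replicate 2. Nrarp and Mfng had the largest values, 0.27 and 0.23, and Notch1 (0.20), Dll4 (0.16), Rbpj (0.07), Psen2 (0.05), App (-0.06) and Bace1 (0.15) did not pass.

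Of 24 genes of phagocytosis and the lysosome, 0 passed over all genes or over the list alone. The scavenger receptor genes Cd36 (-0.41, adjusted p = 0.302) and Msr1 (-0.28, adjusted p = 0.379) had the largest values, and Cd68 had -0.06. The median was -0.06 with an adjusted p of 0.0151, with an adjusted p = 0.429 with an estimated correlation, and the direction turned after quantile normalization (adjusted p = 0.495) and after cyclic loess (0.227). It was 0.114, 0.0537 and 0.275 without normoxia replicate 2, normoxia replicate 3 and hypoxia replicate 3. Of 17 homeostatic microglia genes, 0 passed over all genes or over the list alone. The hypothesis that 6 h of hypoxia lowers these genes was not borne out, with a median of 0.0039 and an adjusted p of 0.804. P2ry12 had a value of -0.22 (adjusted p = 0.569), Sparc one of 0.34, and Tmem119 one of 0.06. Of 18 disease-associated microglia genes, 0 passed (adjusted p of the list 0.187), with Lpl at -0.34 and Clec7a at -0.32. The list passed without normoxia replicate 1 (0.0366) and without hypoxia replicate 2 (0.0382).

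Of 20 inflammatory mediators, 0 passed over all genes, 1 was higher adjusted over the list alone, and the chemokine genes Ccl2 (-0.77) and Ccl4 (-0.58) were lower with the culture as a block (adjusted p = 0.0172 and 0.0362). Ccl7 had -0.90 (adjusted p = 0.519). Of the 20 members, 11 were above 0, so these chemokine genes do not stand for the list. The median of the list was 0.01, its mean -0.06 and its adjusted p 0.582 from camera, and it passed without normoxia replicate 2 (0.00855). Interferon-stimulated genes (20 measured, 0 past the test, median -0.08, adjusted p = 0.0830) were lower with the block (0.00280), without normoxia replicate 2 (3.87e-05) and without hypoxia replicate 1 (0.00529). Their adjusted p = 0.705 with an estimated correlation and 0.840 with cyclic loess and the block, and their direction turned without hypoxia replicate 2 (0.398). Most genes lower only with the block were left out by their symbols. The 8 with an established symbol include Nop58 at -0.66, Gtpbp4 at -0.62, Nol8 at -0.52, Dtl at -0.49 and Top1 at -0.48.

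The other lists had no member past the test over all genes. The TCA cycle and oxidative phosphorylation (23 genes, 0 adjusted over the list alone) had a median of -0.10 and an adjusted p of 0.000700, with an adjusted p = 0.418 with an estimated correlation and of 0.581 after quantile normalization. Cell cycle genes (21, 0 over the list alone) had a median of -0.05 and an adjusted p of 0.0225, with an adjusted p = 0.649 with an estimated correlation, and of 0.998, 0.354 and 0.0577 without normoxia replicate 2, hypoxia replicate 1 and hypoxia replicate 3. Cholesterol synthesis (15 genes, median -0.04, adjusted p = 0.427), the unfolded protein response (19, median -0.01, mean 0.03, 0.925), ribosomal proteins (6, median -0.07, 0.0830), neuron markers (12, median 0.08, 0.127) and markers of other myeloid cells (14, median -0.03, 0.584) did not pass. Atf3 of the unfolded protein list had a log2 fold change of 0.51 (adjusted p = 0.0598, and 0.0156 with array weights, 0.0439 with genes of low intensity left out and 0.0452 after cyclic loess) and was the 1 member higher adjusted over the list alone. Markers of astrocytes (13, median 0.10, adjusted p = 0.0203), endothelial cells (12, 0.11, 0.0208) and oligodendrocyte lineage (10, 0.09, 0.0331) shifted upwards with 0 members past the test, over all genes or over the list alone. With an estimated correlation, the adjusted p of these marker lists was 0.429, 0.418 and 0.429, and each lost its call without hypoxia replicate 1 (0.404, 0.0876 and 0.0562). Astrocyte markers also lost it without normoxia replicate 3 (0.257), endothelial markers without normoxia replicate 2 (0.0527) and hypoxia replicate 3 (0.0588), and oligodendrocyte markers without every other array (0.0519 to 0.115) but hypoxia replicate 2. Their largest members were Aldoc (0.28), Cdh5 (0.45) and Olig1 (0.30). Gfap (0.13), Pecam1 (0.20), Kdr (0.06), Aif1 (-0.12), Cd33 (0.04), Itgam (0.04) and Mki67 (-0.22) did not pass.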
